# Elevated acetyl‐CoA by amino acid recycling fuels microalgal neutral lipid accumulation in exponential growth phase for biofuel production

**DOI:** 10.1111/pbi.12648

**Published:** 2016-11-08

**Authors:** Lina Yao, Hui Shen, Nan Wang, Jaspaul Tatlay, Liang Li, Tin Wee Tan, Yuan Kun Lee

**Keywords:** microalga, TAG, growth phase, acetyl‐CoA, BCAA, biofuel

## Abstract

Microalgal neutral lipids [mainly in the form of triacylglycerols (TAGs)], feasible substrates for biofuel, are typically accumulated during the stationary growth phase. To make microalgal biofuels economically competitive with fossil fuels, generating strains that trigger TAG accumulation from the exponential growth phase is a promising biological approach. The regulatory mechanisms to trigger TAG accumulation from the exponential growth phase (TAEP) are important to be uncovered for advancing economic feasibility. Through the inhibition of pyruvate dehydrogenase kinase by sodium dichloroacetate, acetyl‐CoA level increased, resulting in TAEP in microalga *Dunaliella tertiolecta*. We further reported refilling of acetyl‐CoA pool through branched‐chain amino acid catabolism contributed to an overall sixfold TAEP with marginal compromise (4%) on growth in a TAG‐rich *D. tertiolecta* mutant from targeted screening. Herein, a three‐step α loop‐integrated metabolic model is introduced to shed lights on the neutral lipid regulatory mechanism. This article provides novel approaches to compress lipid production phase and heightens lipid productivity and photosynthetic carbon capture via enhancing acetyl‐CoA level, which would optimize renewable microalgal biofuel to fulfil the demanding fuel market.

## Introduction

To replace traditional fossil fuels and develop sustainable energy production, identifying sources of biologically derived fuels is increasingly urgent. Microalgae is recognized as a promising alternative source as they can accumulate neutral lipid, mainly in the form of triacylglycerol (TAG), which can be converted into biodiesels readily (Hossain *et al*., 2008). In recent years, many attempts have been undertaken for the enhancement of TAG overproduction in microalgae (Radakovits *et al*., 2010). These approaches mainly focus on biochemical and genetic engineering of lipid biosynthesis pathways and blocking of competing pathways (such as carbohydrate formation), so as to increase the pool of metabolites available for TAG biosynthesis (Courchesne *et al*., 2009; Sharma *et al*., 2012). However, almost all these approaches led to TAG accumulation in the stationary growth phase at the expense of biomass accumulation (Chiu *et al*., 2009; Wang *et al*., 2009) and overall lipid productivity. Vigorous growth and TAG accumulation appear to be mutually exclusive as TAG is a secondary (storage) metabolite and the pyruvate to acetyl‐CoA (AcCoA) pathway is tightly regulated by the growth‐dependent pyruvate dehydrogenase complex activity (Li *et al*., 2014; Oliver *et al*., 2009).

The oleaginous diatom *Fistulifera solaris* JPCC DA0580 was the first to be reported to have a temporal overlap of TAG accumulation and cell growth during the exponential growth phase (Satoh *et al*., 2013). Such a feature that triggers TAG accumulation while maintaining high growth rate is a critical advantage in the large‐scale cultivation of oleaginous microalgae for TAG production. To further exploit this potential in microalgae, fast‐growing, TAG‐rich, easily cultivated *Dunaliella tertiolecta* was used as the experimental organism (Rismani‐Yazdi *et al*., 2011; Shin *et al*., 2015; Yao *et al*., 2015).

In microalgae, AcCoA, malonyl‐CoA and NADPH are the major substrates in the plastid supporting fatty acid synthesis. Malonyl‐CoA is also generated from carboxylation of AcCoA. Thus, AcCoA is the primary precursor for fatty acid synthesis (Garrett and Grisham, 2013). The AcCoA balance in an algal cell could be described by the following equation:

$$\left[{\text{AcCoA}}_{T}\right]-\left[{\text{AcCoA}}_{B}\right]=\left[{\text{AcCoA}}_{\mathrm{NL}}\right]$$

Total AcCoA ([AcCoA_T_]) and reduced NADH are produced via glycolysis. In the exponential growth phase, NADH is mainly oxidized through respiration to yield ATP, and AcCoA is used predominantly for biomass growth ([AcCoA_B_]), including that for structural lipid (glycerophospholipids) synthesis, while a minor fraction of AcCoA ([AcCoA_NL_]) and reduced NAD(P)H is used for fatty acid synthesis to accumulate neutral lipids (TAG). When microalgal cells enter the stationary growth phase, carbon metabolism for biomass growth diminished, which leads to accumulation of AcCoA and reduced NADH. Thus, in stationary phases or growth hindering stress conditions, a conspicuous fraction of AcCoA and reduced NAD(P)H is channelled to fatty acids biosynthesis, resulting in TAG accumulation in cells (Carpinelli *et al*., 2014). Recent studies also suggested that intracellular membrane remodelling contributed to TAG accumulation during stationary phase or nitrogen starvation (Simionato *et al*., 2013; Urzica *et al*., 2013; Yoon *et al*., 2012). To accelerate TAG accumulation in exponential growth phase (TAEP) while maintaining cell growth, AcCoA ([AcCoA_T_]) level should be elevated over a certain set point that is needed for biomass growth ([AcCoA_B_]).

There are three principal sources of AcCoA during growth phase, namely fatty acid oxidation, glycolysis pathway and amino acid degradation (Garrett and Grisham, 2013). Fatty acid oxidation is the reversal of fatty acid synthesis and does not generate *de novo* AcCoA. Instead, it is thought that AcCoA is largely derived from the glycolytic pathway via pyruvate. Pyruvate is converted to AcCoA by PDHC in mitochondria and chloroplasts, and this step has been suggested as the key rate limiting step (Garrett and Grisham, 2013; Oliver *et al*., 2009; Tovar‐Méndez *et al*., 2003). One approach to increase AcCoA production is to relieve pyruvate dehydrogenase kinase (PDK) control of pyruvate dehydrogenase complex (PDHC) resulting in the activation of PDHC. This would facilitate the bioconversion of pyruvate to AcCoA and enhance the metabolic flux towards both cell growth via the TCA cycle, and fatty acid biosynthesis in the growth phase. The third source of AcCoA, which derived from amino acid degradation, has largely been ignored as a relevant pathway for bioengineering. Despite the fact that it bypasses pyruvate and the highly controlled PDHC/PDK regulatory process, it was considered insufficient for fatty acid biosynthesis (Garrett and Grisham, 2013).

We hypothesized that increase of AcCoA pool by multiple routes could trigger TAEP. In our study, from the activation of pyruvate to AcCoA reaction by addition of sodium dichloroacetate (DCA) to release the PDHC/PDK regulatory process, we achieved TAEP in the wild‐type (WT) *D. tertiolecta*. Besides this conventional *de novo* synthetic pathway, we questioned the contribution of amino acid degradation on TAEP, although it has largely been ignored. Through performing genetic engineering, we generated mutants, which exhibited pronounced TAEP with little compromise on growth rate. By employing transcriptomics and metabolomics, key phenotypic regulatory characteristics of lipogenesis in this microalga were uncovered, implying that a secondary contributor of AcCoA derived from amino acid catabolism, in particular branched‐chain amino acid catabolism, contributed to TAEP. Although no direct transport of AcCoA between subcellular compartments was reported in plant cells, a PDHC bypass pathway from activation of free acetate into AcCoA exists (Li‐Beisson *et al*., 2013; Lin and Oliver, 2008). These two major approaches were proposed in our three‐step α loop model. The results highlight the complex interplay between microalgal cellular proliferation and carbon flux in lipogenesis and suggested that genetic and metabolic manipulations targeted at amino acid catabolism could be used to increase accumulation of fuel‐relevant molecules in microalgae in the exponential growth phase.

## Results

### DCA treatment elevated AcCoA pool

After addition of DCA to the WT *D. tertiolecta*, TAG was found to be accumulated in the exponential growth phase, as shown in Figure S1a, with marginal comprise on growth (Figure S1b). AcCoA, the primary precursor for growth and fatty acid synthesis, was found 1.8‐fold that in the control (Figure S1c).

AcCoA is *de novo* converted from pyruvate, which is tightly regulated by PDHC, which catalyses the oxidative decarboxylation of pyruvate. PDHC could be deactivated by PDK through reversible ATP‐dependent phosphorylation mainly in mitochondria (Kato *et al*., 2007). To deactivate PDK, DCA was added to the algal culture medium. DCA is a by‐product of chlorine disinfection process, which inhibit PDK, through formation of DCA helix bundle in the N‐terminal domain of PDK (Kato *et al*., 2007; Miller and Uden, 1983). Bound DCA promotes local conformational changes that are communicated to both nucleotide‐binding and lipoyl‐binding pockets of PDK, leading to the inactivation of kinase activity (Kato *et al*., 2007). Thus, when DCA was included in the culture medium, PDHC became active as PDK was blocked resulting in an elevation of AcCoA (Figure S1c).

### FACS enriched a pool of mutant strains with higher TAG content

We generated TAG‐rich mutant library via genetic engineering and two rounds of fluorescence‐activated cell sorting (FACS) (Terashima *et al*., 2015). All the 27 isolated strains showed reproducible increase in Nile red signal (Figure S2e). Further observation on top six mutants showed consistent higher TAG content with a statistical significant *P* value <0.01 (*t*‐test) comparing to the WT (Figure S2f). Among all the mutants, we selected the stable mutant strain G11_7, which was one of the higher TAG producers at its exponential growth phase for characterization. G11_7 mutant accumulated TAG at its exponential growth phase (Figure 1b) with marginal difference on growth (Figure 1a). On culture day 4, *P* value of TAG accumulation per biomass from the two strains is 0.0013 (**), and the rest of the time points are all less than 0.001 (***), indicating that TAG accumulation per biomass between G11_7 and WT is significantly different throughout all the culture points (Figure 1b). It consistently showed enhanced TAG production (about twofold to sevenfold) compared to WT *D. tertiolecta* (WT). In addition, the mutant had a significant better photosynthetic performance at the same light condition (Figure 1c, 33% higher than WT). It is evidence that the mutant has enhanced energy/carbon capture capacity. Lipid droplets (LPs) were visualized by fluorescent microscopy (Figure 1d) in G11_7 mutant, showing golden‐yellow fluorescence. The TAG accumulation in cultures grown under high‐light condition showed a similar trend as low‐light condition (Figure 1e,f). The fatty acid composition of the mutant and WT is presented in Figure S3a, with a typical profile of unsaturated fatty acids 16 : 1 and 18 : 3(n‐3) being the predominant fatty acids. There is a significant increase in the monounsaturated fatty acid (MUFA) with most others remained similarly (Figure S3b).

**Figure 1:**
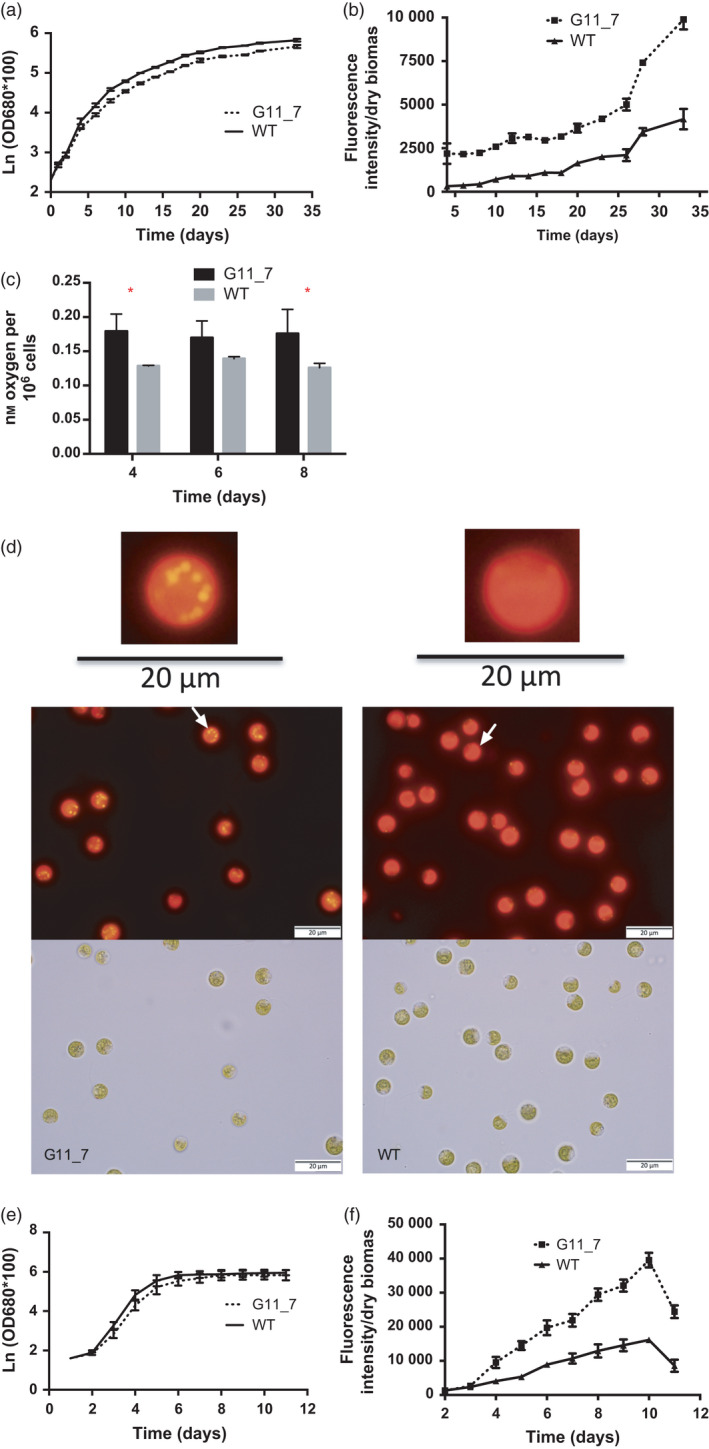
Physiological performance of G11_7 mutant versus WT *Dunaliella tertiolecta*. (a) Growth curve monitored by spectrophotometry under low light. (b) TAG quantitative assay by Nile red staining method under low light. (c) Photosynthetic rate of G11_7 mutant and WT *D. tertiolecta*. (d) Microscopy images (above, Nile red fluorescence; bottom, bright field) of G11_7 mutant (left) and WT (right) under low light (under 100× objective). (e) Growth curve monitored by spectrophotometry under high light. (f) TAG quantitative assay by Nile red staining method under high light. (LL: 30 μmol photons m^−2^ s^−1^, HL: 320 μmol photons m^−2^ s^−1^). Error bars, SEM. Statistical analyses were performed using Student's *t*‐test, * 0.01 ≤ *P* < 0.05; ** 0.001 ≤ *P* < 0.01; *** *P* < 0.001.

### Altered expression level of genes in amino acid catabolism in G11_7 at the exponential growth phase

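RNA was taken from the TAG-rich mutant G11_7 and from wild-type (WT) *D. tertiolecta* on culture day 6, in exponential growth under low light (30 μmol photons m-2 s-1), and 3 libraries per strain were sequenced. The authors quantified the reads in Partek Flow, as RPKM of the Dt_v10 reference transcripts, and with RSEM, in expected counts of the contigs of a Trinity assembly. The Partek table gives a mean per strain with the authors' ratio and p-value, so its values are given here only as the authors'. The RSEM table gives an expected count per contig and library, an estimate in which a read that fits several contigs is divided between them. These counts were rounded and tested for each contig and for each Trinity gene, which is the sum of the contigs that the assembler named as one gene. The table holds 241164 contigs of 134063 Trinity genes, and 89095 of the contigs had no count in any library. The totals ran from 27583326 to 35207350 expected counts per library in G11_7 and from 31986125 to 44264458 in WT. Contigs or Trinity genes with at least 10 counts in at least 3 of the 6 libraries were compared between the strains with the two-sided quasi-likelihood test of edgeR after TMM normalization. The p-values were adjusted over all tested contigs, or all tested Trinity genes, by the method of Benjamini and Hochberg. A fold against a strain with no counts is given as a lower bound, against 3 counts per library.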

Differential expressed genes are presented in Supplementary Data Set 1. KEGG enrichment scores were calculated and shown in Figure 2 (Chen *et al*., 2015; Kanehisa *et al*., 2016). There are in total 105 KEGG enrichment scores featured in the three predicted analyses, among which 19 KEGG pathways were found significant in at least two enrichment analyses according to scores. The important genes that altered in expression levels in the mutant as compared to the WT are summarized in Supplementary Data Set 1. 

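On day 6, 933 Trinity genes were higher and 479 were lower in G11_7 than in WT, of 39777 tested (adjusted p under 0.05, edgeR). Of 50951 contigs tested, 447 were higher and 235 were lower. 4-Aminobutyrate aminotransferase (TRINITY_DN45333_c0_g4), which removes the amino group of GABA, rose from 7.21 ± 4.39 to 441 ± 38.3 normalized counts (SD, n = 3 libraries per strain), a log2 fold change of 5.87 (standard error 0.384, adjusted p = 0.000463 from edgeR). A gene whose best hit is a hypothetical protein of *Chlamydomonas* (TRINITY_DN101_c0_g1) rose from 59.3 ± 14.8 to 4090.5 ± 690.2 normalized counts, a log2 fold change of 6.10 (standard error 0.249, adjusted p = 9.94e-05 from edgeR). A gene whose best hit is a probable plant glycosyltransferase (TRINITY_DN29684_c1_g1) fell from 6779 ± 1013 to 7.23 ± 6.60 normalized counts, a log2 fold change of -9.84 (standard error 0.611, adjusted p = 0.000374 from edgeR). These 3 genes passed the test without any 1 of the 6 libraries. The named contigs were grouped into 25 gene lists. The members of a list are contigs that the authors had called on these same libraries, so a count over a list is not independent evidence of its direction. In the ribosomal protein list, which was matched by name and holds cytosolic, mitochondrial and plastid proteins, 3 of 19 Trinity genes were higher and 0 were lower (6 higher and 4 lower adjusted over the list alone, 4 higher and 0 lower with DESeq2, and 6 higher and 7 lower at an unadjusted p under 0.05), and none was higher without any 1 library other than WT 3. These were a gene of the mitochondrial ribosomal protein S15 (TRINITY_DN48425_c2_g1, log2 fold change 0.62) and a pair of genes of the cytosolic ribosomal protein S11, TRINITY_DN47253_c0_g2 with a log2 fold change of 0.80 and TRINITY_DN2439_c2_g2 with 0.91. The count of Trinity genes was 415, 326 and 380 without G11_7 1, 2 and 3, 755 and 615 without WT 1 and WT 2, and 1994 without WT 3. The count of contigs was 176, 117, 128, 227, 163 and 728 in the same order.

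**Figure D1:**
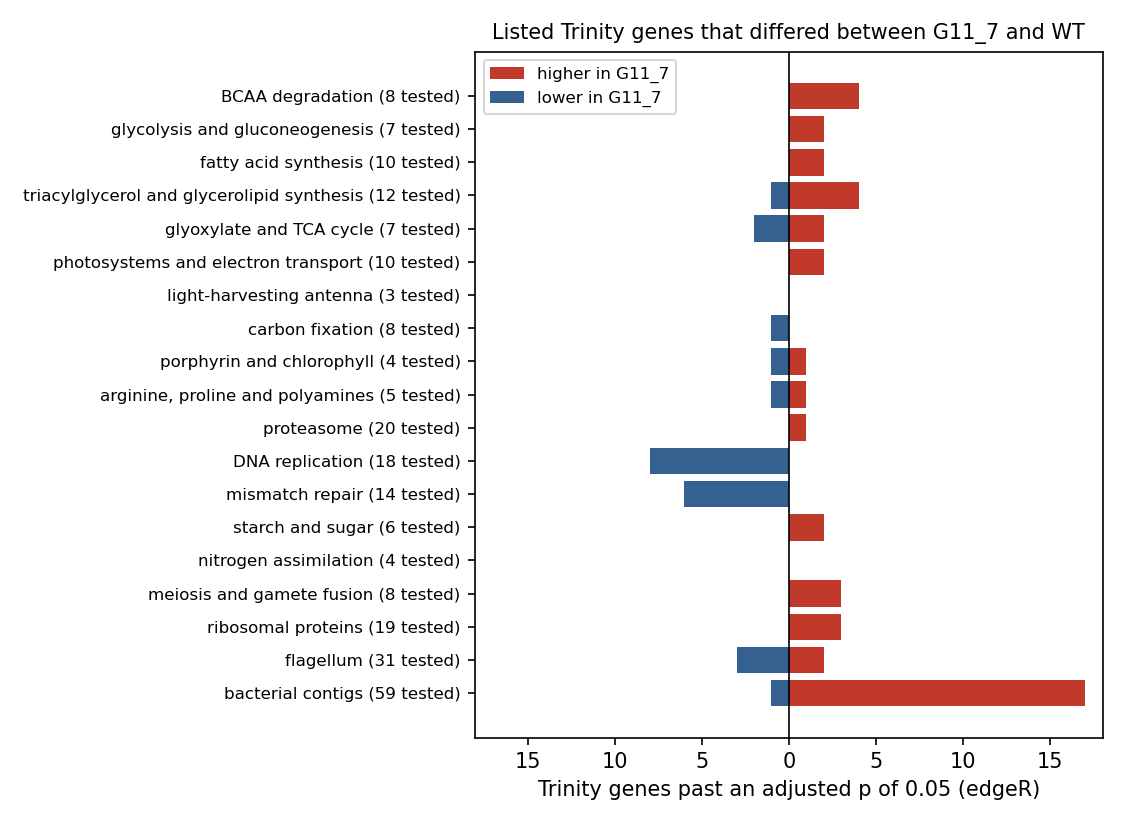
Number of Trinity genes past an adjusted p of 0.05 (edgeR) in each gene list with at least 3 tested members, drawn to the right where higher in G11_7 (red) and to the left where lower (blue). The ribosomal protein bar reaches 3 on the right, and the proteasome list has 1 of its 20 tested genes higher.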

Valine, leucine and isoleucine (branched‐chain amino acids, BCAA) degradation pathway is the most significantly affected pathway detected in all three analyses. 

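In the branched-chain amino acid degradation list, 4 of 8 tested Trinity genes were higher in G11_7 and 0 were lower (edgeR; 5 higher and 1 lower adjusted over the list alone, the same at an unadjusted p under 0.05, and 4 higher and 1 lower with DESeq2). The 4 include the genes of isovaleryl-CoA dehydrogenase and of the beta chain of methylcrotonoyl-CoA carboxylase, successive enzymes of leucine breakdown. The alpha subunit of methylcrotonoyl-CoA carboxylase (TRINITY_DN36972_c0_g1), which carries the biotin of that enzyme, rose from 0.901 ± 0.950 to 23.5 ± 1.18 normalized counts (SD, n = 3 libraries per strain; log2 fold change 4.47, standard error 0.644, adjusted p = 0.0139 from edgeR). Hydroxymethylglutaryl-CoA synthase (K01641, TRINITY_DN42665_c1_g1) rose from 545 ± 51.9 to 921 ± 77.4 normalized counts (log2 fold change 0.76, standard error 0.127, adjusted p = 0.0245 from edgeR). The E1 alpha subunit of the branched-chain 2-oxo acid dehydrogenase (K00166, TRINITY_DN42922_c0_g1), which acts before isovaleryl-CoA dehydrogenase, had 42.5 ± 16.7 normalized counts in G11_7 and 271 ± 162 in WT (log2 fold change -2.68, adjusted p = 0.0604 from edgeR). This was the gene of the list that was lower with DESeq2 (log2 fold change -2.72, adjusted p = 1.21e-05 from DESeq2). Among the fits without 1 library, edgeR called it only without WT 3 (adjusted p = 0.00376 from edgeR). Dihydrolipoyl dehydrogenase (K00382, TRINITY_DN60181_c0_g1), shared with the pyruvate dehydrogenase complex, had a log2 fold change of 0.56 (adjusted p = 0.0835 from edgeR). Against 319 higher and 219 lower among the other annotated Trinity genes, 4 higher calls give a p of 0.151 at the least (Fisher's exact test, two-sided), so the list is too small to test its direction. Without G11_7 1, 2 or 3 or WT 1, 1 gene of the list was higher, 3 were without WT 2, and 5 were higher and 1 lower without WT 3. The calls of the carboxylase alpha subunit (adjusted p up to 0.0501) and of hydroxymethylglutaryl-CoA synthase (up to 0.125) were lost without G11_7 1, 2 or 3 or WT 1, and the latter also without WT 2.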

*CuAO* (or *AMX1*, K00276) (copper amine oxidase family), *IVD* (K00253) (isovaleryl‐CoA‐dehydrogenase) and *MCCB* (K01969) (3‐methylcrotonyl‐CoA carboxylase) were the top hits at expression level in both Partek analysis and in‐house workflow.

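The 3 genes were each higher in every library of G11_7 than in every library of WT when all contigs of a Trinity gene were summed. *DtCuAO* (TRINITY_DN46901_c0_g1), a copper enzyme that oxidizes primary amines such as polyamines, had 2234 ± 203 normalized counts in G11_7 and 305 ± 73.6 in WT (SD, n = 3 libraries per strain), a log2 fold change of 2.87 (standard error 0.200, adjusted p = 0.000601 from edgeR). *DtIVD* (TRINITY_DN42031_c0_g2), which oxidizes isovaleryl-CoA from leucine, had 200 ± 17.8 in G11_7 and 28.3 ± 6.87 in WT, a log2 fold change of 2.81 (standard error 0.256, adjusted p = 0.00199 from edgeR). *DtMCCB* (TRINITY_DN43041_c0_g4), the subunit that carboxylates methylcrotonyl-CoA, had 689 ± 38.8 in G11_7 and 144 ± 64.3 in WT, a log2 fold change of 2.26 (standard error 0.320, adjusted p = 0.0132 from edgeR). Single contigs had larger errors. Of the 5 contigs of *DtCuAO*, 3 passed the test, with log2 fold changes of 2.37, 3.37 and 4.22, and the other two had 3.93 (adjusted p = 0.415) and 4.51 (adjusted p = 0.260 from edgeR). Of the 3 named contigs of *DtMCCB*, among 9 of its gene, 1 passed, with 3.26 (adjusted p = 0.0307 from edgeR). The named contig of *DtIVD* had 3.26 with an adjusted p of 0.279 from edgeR and 0.0141 from DESeq2. In the authors' Partek table the ratios of G11_7 to WT are 7.59 and 7.48 for a pair of *CuAO* transcripts, 4.93 for *IVD* and 4.87 for *MCCB*. The *DtCuAO* and *DtIVD* genes passed without any 1 library. The call of *DtMCCB* was lost without G11_7 1, 2 or 3 or WT 1 (adjusted p up to 0.0719). In the arginine, proline and polyamine list, *DtCuAO* was the only 1 of 5 Trinity genes higher (2 higher and 3 lower adjusted over the list alone, and 2 higher without WT 3), and prolyl 4-hydroxylase (K00472, TRINITY_DN3302_c0_g2) fell by 0.82 on the log2 scale (adjusted p = 0.00715 from edgeR, 0.0677 without G11_7 2).

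**Figure D2:**
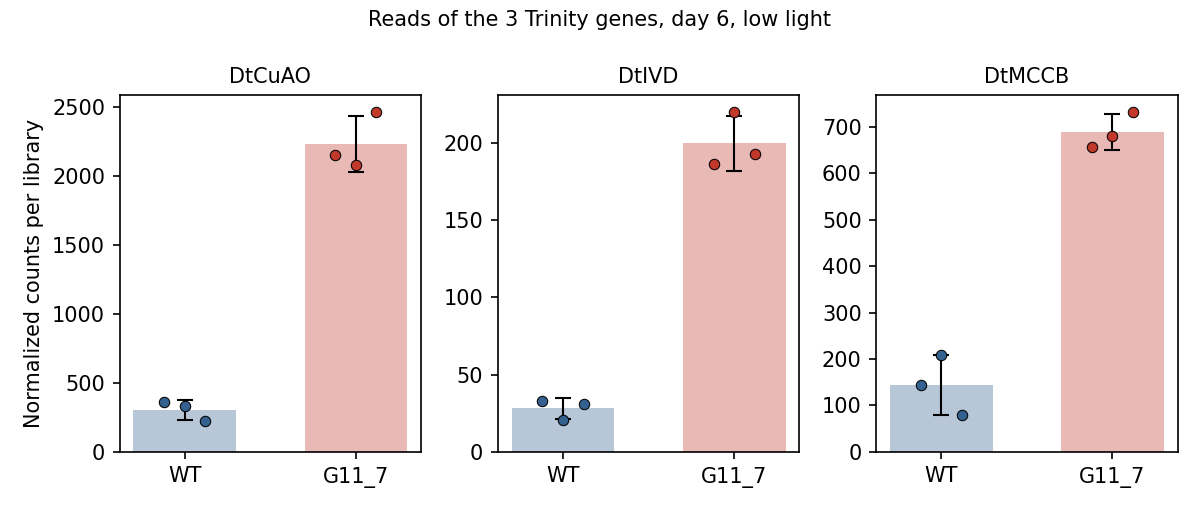
Normalized counts per library of the *DtCuAO*, *DtIVD* and *DtMCCB* Trinity genes on day 6 under low light in WT (blue) and G11_7 (red); bars show the mean, error bars the SD and points the 3 libraries of each strain. The G11_7 points lie around 2234, 200 and 689, above all points of WT.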

**Figure 2:**
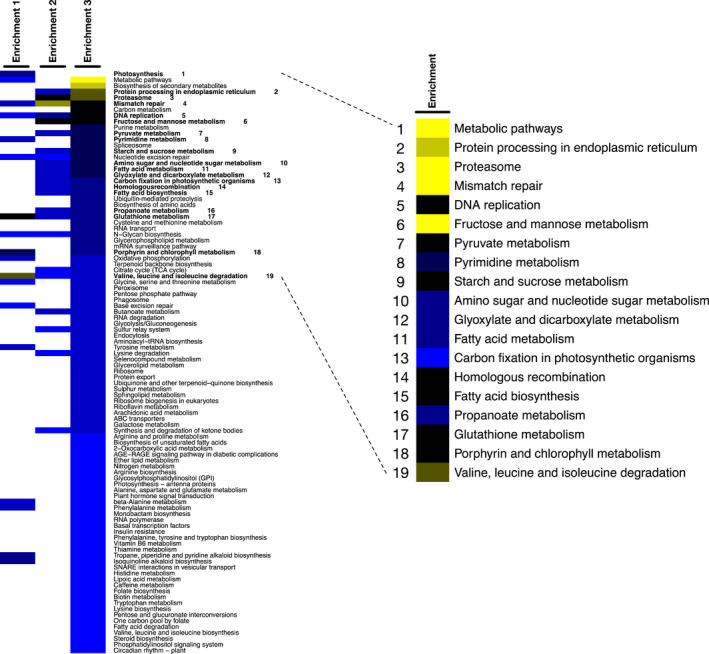
Heat map of the KEGG profiles. Colours represent abundance of KEGG enrichment score (blue to yellow, ascending enrichment score). Rows of the heat map represent pathways from three analyses (Enrichment 1: Partek workflow; Enrichment 2: in‐house workflow), background KEGG gene that derived from *C. reinhardtii* as the reference was set at 3321; Enrichment 3: in‐house workflow, background KEGG gene derived from *D. tertilecta* transcriptome nonredundant database was set at 10,579. Images were made with R (http://www.r-project.org/). Significant KEGG pathways are marked by bold font with number on the left and expansion on the right.

The complete cDNA sequence of *D. tertiolecta* copper amine oxidase gene (1524‐bp encoding for 507 amino acids), isovaleryl‐CoA dehydrogenase gene (1053‐bp encoding for 350 amino acids) and 3‐methylcrotonyl‐CoA carboxylase beta subunit gene (1725‐bp encoding for 574 amino acids) was obtained using RACE PCR. The candidate *D. tertiolecta* copper amine oxidase gene contained a copper amine oxidase enzyme domain and showed the highest (60%) amino acid homology compared to copper amine oxidase of *Volvox carteri* f. nagariensis, and was designated *DtCuAO* (*AMX1*). The candidate *D. tertiolecta* isovaleryl‐CoA dehydrogenase gene contained an isovaleryl‐CoA dehydrogenase domain and showed the highest (76%) homology in amino acid sequence compared to that of *Chlamydomonas reinhardtii*, and was designated *DtIVD* (*ACAD*). The candidate *D. tertiolecta* 3‐methylcrotonyl‐CoA carboxylase beta subunit gene contained a 3‐methylcrotonyl‐CoA carboxylase beta chain domain and showed the highest (67%) homology in amino acid sequence compared to that of *C. reinhardtii*, and was designated *DtMCCB*. Amino acid sequences of *CuAO*,* IVD* and *MCCB* from other species were obtained by BLAST search in NCBI database with the putative DtCuAO, DtIVD, DtMCCB. The phylogenetic tree constructed by MEGA5 demonstrated that the putative DtCuAO, DtIVD and DtMCCB showed high homology with CuAO, IVD and MCCB, respectively, from other species (Figure S4). Using the predicted sequence of these three genes from the *D. tertiolecta* database, we designed primers and confirmed by high‐fidelity DNA polymerases sequencing. The cDNA sequences of the three genes were also attached as Supplementary Data Set 3a‐c. We arbitrarily tested two genes for their expression levels by quantitative real‐time PCR at different growth phases (Figure S5a) using the *D. tertiolecta* beta‐tubulin gene (DtTUB) as the internal standard for normalization (Lin *et al*., 2013). It showed a similar tendency with that of RNA‐Seq data. Interestingly, the fold changes in the gene expression level and lipid level are correlated, suggesting that they are the key genes regulating the lipid accumulation process. The *DtPDK* gene that subsequently measured in the DCA treatment experiment was discovered by the prediction from the *D. tertiolecta* in‐house database (known as Locus_5000_7Transcript_1/1_Confidence_1.000_Length_2194) and confirmed by experimental sequencing using high‐fidelity DNA polymerases and shown in Supplementary Data Set 3d. Interestingly, we found mRNA expression levels of these three important genes, *DtIVD*,* DtCuAO* and *DtMCCB*, were all up‐regulated in other high‐TAG strains (G11_18, G11_20, G11_25) as shown in Figure S5b.

In the upstream pathways, up‐regulation of *ACCA* (K00626) (acetyl‐CoA C‐acetyltransferase) was also detected, which resulted in the accumulation of AcCoA. 

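*ACCA* counts came from several contigs of 1 Trinity gene, TRINITY_DN41227_c3_g1. The named contig, TRINITY_DN41227_c3_g1_i7, had 0, 122 and 21 counts in G11_7 1, 2 and 3 and 0 in every library of WT. Its mean was at least 16.5-fold higher in G11_7, and at least 24.7-fold, 4.36-fold and 20.3-fold higher without G11_7 1, 2 and 3. It was not tested in edgeR because fewer than 3 libraries reached the count minimum (DESeq2, adjusted p = 0.35). The sum over the 8 contigs of the gene was 776 ± 16.4 normalized counts in G11_7 and 731 ± 122 in WT (SD, n = 3 libraries per strain), a log2 fold change of 0.09 (standard error 0.144, adjusted p = 0.819 from edgeR), within the spread of the WT libraries. Without WT 2 it was -0.04. In the lysine degradation list this was the only tested Trinity gene, and none passed edgeR, 0 passed at an unadjusted p under 0.05, and none passed DESeq2.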

Up‐regulation of the downstream *FabD* (K00645) (malonyl‐CoA:acyl‐carrier‐protein transacylase) contributed to accumulation of fatty acids in chloroplasts. 

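In the fatty acid synthesis list, 2 of 10 tested Trinity genes were higher in G11_7 and 0 were lower (edgeR; 4 higher and 5 lower both adjusted over the list alone and at an unadjusted p under 0.05, and 3 higher and 2 lower with DESeq2). A plastid stearoyl-ACP desaturase (K03921, TRINITY_DN8500_c0_g1), which makes monounsaturated fatty acids, rose from 1080 ± 42.8 to 1586 ± 111 normalized counts (SD, n = 3 libraries per strain; log2 fold change 0.55, standard error 0.102, adjusted p = 0.0341 from edgeR). Enoyl-ACP reductase (K00208, TRINITY_DN50430_c0_g1), which completes each round of chain elongation, had a log2 fold change of 0.62 (standard error 0.123, adjusted p = 0.0426 from edgeR). *FabD*, which loads malonyl groups onto the acyl carrier protein, had 78, 68 and 88 counts in the G11_7 libraries and 0, 0 and 44 in the WT libraries on TRINITY_DN32441_c0_g4. Its log2 fold change was 2.57 (standard error 1.32, adjusted p = 0.384 from edgeR, and 0.00388 without WT 3, which left WT with no counts). A neighbouring gene of the same name, TRINITY_DN32441_c0_g3, had 33 counts in WT 2 and none in the other libraries. The 3-oxoacyl-ACP synthase gene (K09458, TRINITY_DN55273_c1_g1) had a log2 fold change of 0.68 (adjusted p = 0.0512 from edgeR). The named subunits of acetyl-CoA carboxylase, which makes malonyl-CoA, had negative log2 fold changes, from -0.53 for the carboxyltransferase beta subunit (K01963, adjusted p = 0.116) to -0.35 for a gene of the multidomain form (K11262, adjusted p = 0.175 from edgeR). The 2 genes of the list that were lower with DESeq2 did not pass edgeR. They were TRINITY_DN22922_c0_g1, with a log2 fold change of -1.46 (adjusted p = 0.000324 from DESeq2), and TRINITY_DN55239_c0_g2, with -0.58 (adjusted p = 0.0209 from DESeq2). The latter is the carboxyltransferase beta subunit of acetyl-CoA carboxylase. In edgeR the first ran from -1.79 to -1.20 with 1 library left out. Without any 1 library other than WT 3, none of the list passed, and without WT 3, 4 were higher and 2 were lower.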

The fast fatty acid accumulation might cause a drawn‐down in AcCoA, thus initiating a pull‐down from upstream photosynthetic pathways. The pull‐down may have caused an enhancement of photosynthetic rate (Figure 1c) to support AcCoA *de novo* synthesis, which was supported by the up‐regulation of upstream photosynthesis and glycolysis genes, including *petE* (K02638) (photosynthetic electron transport), *petC* (K02636) (cytochrome b6‐f complex), *LHCA1* (K08907) and *LHCB1* (K08912) (light‐harvesting complex I chlorophyll a/b binding protein 1), *pfkA* (K00850) (6‐phosphofructokinase 1), *PPC* (K01610) (phosphoenolpyruvate carboxykinase (ATP) and *FBP* (K03841) (fructose‐1,6‐bisphosphatase I).

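Of the glycolysis genes, *pfkA* and *PPC* were higher in G11_7, while the photosynthesis genes named with them did not pass the test as Trinity genes. *pfkA* (TRINITY_DN42890_c0_g1), the committed step of glycolysis, rose from 113 ± 20.7 to 397 ± 46.6 normalized counts (SD, n = 3 libraries per strain), a log2 fold change of 1.81 (standard error 0.195, adjusted p = 0.00423 from edgeR). *PPC* (K01610, TRINITY_DN8768_c0_g2), the ATP-dependent phosphoenolpyruvate carboxykinase of gluconeogenesis, rose from 79.0 ± 47.0 to 1255 ± 124, a log2 fold change of 3.99 (standard error 0.485, adjusted p = 0.00728 from edgeR). They were the 2 of 7 tested Trinity genes that were higher in the glycolysis and gluconeogenesis list, and 0 were lower (edgeR; 3 higher and 2 lower both adjusted over the list alone and at an unadjusted p under 0.05, and 3 higher and 1 lower with DESeq2). Both passed without any 1 library, and without WT 3 a further gene of the list was lower. *FBP* (TRINITY_DN47759_c0_g1) had a log2 fold change of 0.26 (standard error 0.131, adjusted p = 0.381 from edgeR), and its named contig had 0.82 (adjusted p = 0.163 from edgeR, 0.0379 from DESeq2). A further *FBP* contig, TRINITY_DN47759_c0_g2_i1, had 85, 33 and 0 counts in G11_7 and none in WT, at least 12.4-fold higher (5.47-fold without G11_7 1 and 18.6-fold without G11_7 3).
*petC*, the Rieske protein of the cytochrome b6-f complex, had 102 ± 13.7 normalized counts in G11_7 and 43.2 ± 8.58 in WT, a log2 fold change of 1.23 (TRINITY_DN45345_c0_g1, standard error 0.256, adjusted p = 0.0508 from edgeR and 0.0135 from DESeq2). *petE*, plastocyanin, was measured on a minor contig, TRINITY_DN45279_c0_g2_i2, with 17, 13 and 23 counts in G11_7 and 0, 1 and 0 in WT (log2 fold change 5.41, adjusted p = 0.0899 from edgeR and 0.00965 from DESeq2). The sum of all contigs of this gene was 65175 ± 8117 normalized counts in G11_7 and 73953 ± 26558 in WT, a log2 fold change of -0.18 (standard error 0.284, adjusted p = 0.806 from edgeR). The *LHCA1* contig had 54 counts in G11_7 2 and 0 in the other 5 libraries, and the Trinity gene TRINITY_DN47857_c0_g4 had 3775 ± 2046 and 4362 ± 4601 normalized counts (log2 fold change -0.21, adjusted p = 0.932 from edgeR). *LHCB1* (TRINITY_DN45177_c13_g1) had a log2 fold change of 0.58 (standard error 0.573, adjusted p = 0.672 from edgeR). Its named contig had 45, 13 and 11 counts in G11_7 and none in WT, at least 7.65-fold higher (adjusted p = 0.101 from edgeR, 0.00188 from DESeq2; at least 4.50-fold without G11_7 1), and a pair of further contigs had counts in 1 library each, 218 in G11_7 2 and 64 in WT 3. Of 3 antenna genes tested 0 passed edgeR, 0 were higher and 1 lower at an unadjusted p under 0.05, and 1 was lower with DESeq2. The gene lower with DESeq2 was TRINITY_DN17380_c4_g1, of a chlorophyll a-b binding protein 8 (log2 fold change -0.98, adjusted p = 0.000179 from DESeq2). Its named contig had 62696 ± 10773 normalized counts in G11_7 and 119350 ± 23621 in WT (log2 fold change -0.93, adjusted p = 0.102 from edgeR). In the photosystem and electron transport list, 2 of 10 Trinity genes were higher and 0 lower (edgeR; 5 and 2 both adjusted over the list alone and at an unadjusted p under 0.05, 3 and 1 with DESeq2), both ferredoxins (*petF*, K02639), and 0 passed without any 1 library other than WT 3. The paper reasons that fast fatty acid accumulation might draw down AcCoA and so start a pull-down from photosynthesis. It proposes that this may have raised the photosynthetic rate, which it measured directly and found higher in G11_7. It takes the up-regulation of these photosynthesis and glycolysis genes as support for that reasoning.

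**Figure D3:**
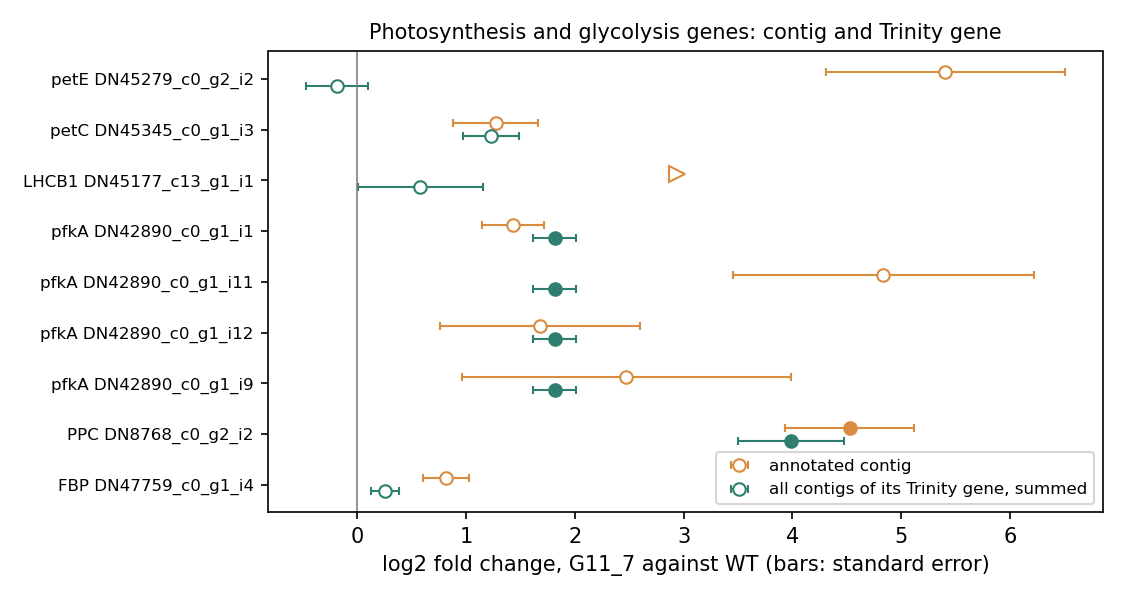
Log2 fold change of G11_7 against WT (n = 3 libraries per strain) for each named contig (orange) and for its Trinity gene (green), with the standard error as bars and filled points where the adjusted p was under 0.05; the triangle is the lower bound of a contig with no counts in WT. *petE* lies at 5.41 as a contig and at -0.18 as a gene, whereas *petC* lies at 1.27 and 1.23.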

### AcCoA pool was maintained at high level in the mutant

According to the congruent transcriptome and metabolome analysis (Table S1), the tentative pathways for channelling of metabolites towards fatty acid syntheses are depicted in Figure 3. AcCoA was found 1.3‐fold in G11_7 mutant.

**Figure 3:**
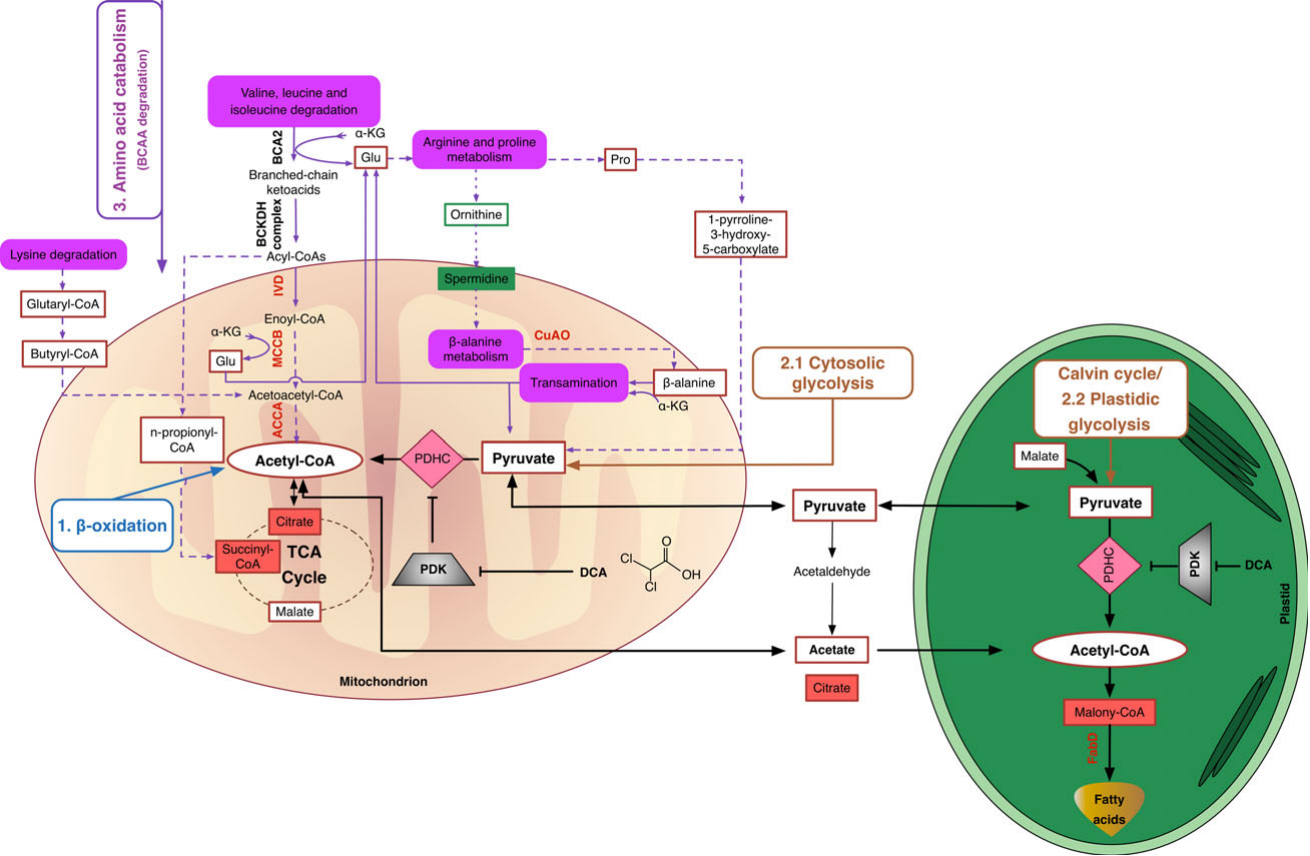
Hypothesized *D. tertiolecta* G11_7 mutant fatty acid metabolic pathways. Enzyme names and intermediates are abbreviated in the figure. Validated overexpressed gene‐coding enzymes are shown in red colour font sitting on the pathway lines. Validated significantly increased intermediates are surrounded by red solid line rectangles, and decreased intermediates are surrounded by green solid line rectangles. The increased/decreased intermediates with a fold change ≥2 or ≤−2 are shown in a filled rectangles with red/green colour. The general three sources of acetyl‐CoA are 1, β‐oxidation, 2, glycolysis and 3: amino acid catabolism. The specific core pathways use solid arrows for one‐step reactions and dash arrows for multiple‐step reactions. The DCA treatment‐related pathways have two critical enzymes, PDH and PDK in pink prismatic and grey trapezoid shapes, respectively. Note: The above showed enzyme and intermediate abbreviations are listed below: BCA2, branched‐chain amino acid aminotransferase; BCKDH, branched‐chain ketoacid dehydrogenase; IVD, isovaleryl‐CoA dehydrogenase; MCCB, 3‐methylcrotonyl‐CoA carboxylase beta unit; ACCA: acetyl‐CoA C‐acetyltransferase; AMX1, copper amine oxidase family protein. PDHC, pyruvate dehydrogenase complex; PDK, pyruvate dehydrogenase kinase; FabD: malonyl‐CoA:acyl‐carrier‐protein transacylase; α‐KG, α‐ketoglutarate; Glu, Glutamate; Pro, Proline.

Pyruvate, malate, proline and 1‐pyrroline‐3‐hydroxy‐5‐carboxylate were accumulated in G11_7 mutant, suggesting the relief of PDHC/PDK regulatory process was necessary for efficient bioconversion of the pyruvate‐dependent fatty acid precursors. To achieve this, DCA was further added to the mutant culture medium. TAG accumulation and growth curve in the DCA‐treated G11_7 mutant under both low‐light and high‐light conditions are shown in Figure 4a‐b. There was a significant enhancement of TAG accumulation detected in DCA‐treated mutant cells from exponential growth phase, with an elevated AcCoA level (Figure 4c). Consistently, mRNA expression level of the *DtPDK* was significantly reduced in DCA‐treated groups (Figure 4d). It was also reasoned that under the condition of excess energy supply (in HL), the overflow of AcCoA towards TAG would be more pronounced. Indeed, it was observed that TAG accumulation was further induced when the G11_7 cells (after DCA treatment) entered the stationary phase from day 6 in the HL culture.

**Figure 4:**
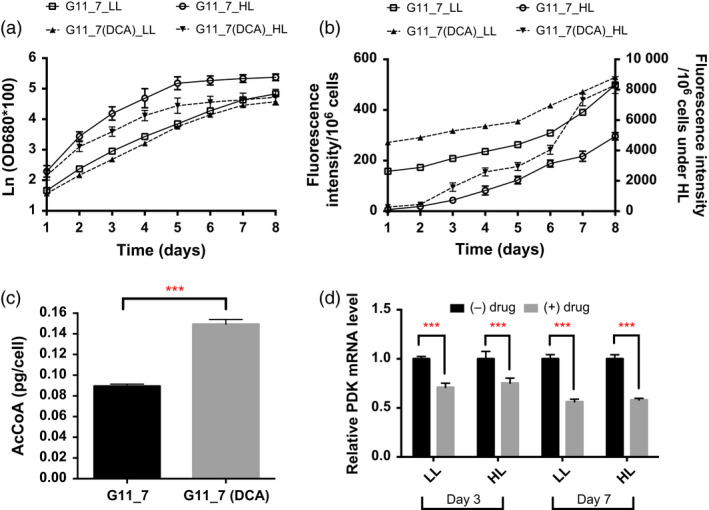
Physiological study and DtPDK mRNA expression levels of G11_7 mutant after DCA treatment. (a) Growth curve monitored by spectrophotometry under low‐light (LL) and high‐light (HL) conditions (LL: 30 μmol photons m^−2^ s^−1^, HL: 320 μmol photons m^−2^ s^−1^). (b) TAG quantitative assay by Nile red staining method under low‐light (LL) and high‐light (HL) conditions (left y axis shows the LL fluorescent performance, right y axis shows the HL fluorescent performance). (c) Acetyl‐CoA level change after addition of DCA to G11_7 under the low‐light condition. (d) Relative DtPDK mRNA expression levels on day 3 and day 7 under different light conditions (LL: 30 μmol photons m^−2^ s^−1^, HL: 320 μmol photons m^−2^ s^−1^). Error bars, SEM. Statistical analyses were performed using Student's *t*‐test, * 0.01 ≤ *P* < 0.05; ** 0.001 ≤ *P* < 0.01; *** *P* < 0.001.

### BCAAs fuelled acetyl‐CoA production for TCA metabolism and lipogenesis

In contrast to the WT, the mutant G11_7 has an activated BCAA catabolism via intensive up‐regulation of IVD, MCCB and ACCA, resulting in an enhancement of the AcCoA pool. The increase in glutaryl‐CoA (1.8‐fold) and butyryl‐CoA (1.3‐fold) participating in the lysine degradation pathway also contributed to AcCoA via the up‐regulation of ACCA. The acetyl residue of AcCoA enters the TCA cycle by reaction with oxaloacetate and subsequently incorporated into citrate (2.12‐fold). According to the targeted CoA analyses, n‐propionyl‐CoA, a prerequisite for succinyl‐CoA, had a 1.7‐fold increase in the mutant. Propionyl‐CoA is known to be carboxylated to generate methylmalonyl‐CoA, which is racemized and then isomerized to form succinyl‐CoA (5.9‐fold), a member of the TCA cycle (Ge *et al*., 2014). The flux from both citrates in the TCA cycle and propionyl‐CoA accounts for the massive increase of succinyl‐CoA in the mutant.

Thus, besides priming the TCA cycle for cell growth, the overproduced AcCoA was channelled into the fatty acid reservoir. The enhancement of malonyl‐CoA (2.1‐fold), which plays a key role in the fatty acid biosynthesis and chain elongation, provides the evidence for this.

BCAA catabolic flux was activated by the aforementioned genes, particularly in the leucine degradation pathway. To confirm the contribution of leucine in TAG synthesis in BCAA catabolism, G11_7 mutant and WT were given a spike of different concentrations of leucine in the normal ATCC medium. In contrast to the WT, which did not metabolize leucine as the precursor for cell growth and lipid production, G11_7 mutant strain showed increase TAG production in a dose‐dependent manner (Figure 5). Increase in TAG content with addition of leucine in the medium accounted for as much as 39% of TAG pools.

**Figure 5:**
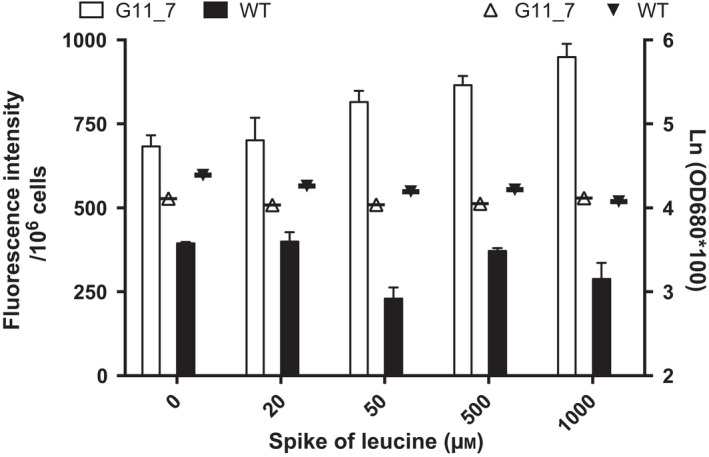
Effect of leucine spike to TAG accumulation and culture growth. TAG contents of G11_7 and WT are presented in bars (primary axis, white bar—G11_7, black bar—WT), and the corresponding culture growth is presented in scatter dot plots (secondary axis, white upward triangle—G11_7, black downward triangle—WT) under different leucine concentration, with all *P* value <0.001.

These data provide experimental evidence for the functional role of BCAA catabolism, reinforcing its importance in regulating lipogenesis in the exponential growth phase. There might be bottlenecks in the synthesis of structural carbohydrates, proteins and lipids for additional cell growth, as no increase in cell growth rate was observed. Instead, pronounced increase of fatty acid was detected providing a hint that fatty acid biosynthesis‐related processes might not be rate limiting during the exponential cell growth phase, and AcCoA generated from the BCAA pathway was transported into chloroplasts for fatty acid accumulation in the mutant.

## Discussion

The primary physiological purpose of amino acids is to serve as the building blocks for protein biosynthesis in eukaryotic cells, and as a consequence, the amount of free amino acids is trivial under most circumstances especially in cultures under high growth rate (Garrett and Grisham, 2013). Amino acids are derived from the TCA cycle, which provides carbon skeletons via 2‐oxoglutarate or oxaloacetate (Kanehisa *et al*., 2016; Lane, 2009; Wagner, 2014). New amino acids can also be formed from transamination by transferring the amino group to a ketoacid (Booth, 2000). In our case, a significant proportion of free amino acids were degraded, driven by transcriptional up‐regulation of *DtIVD*,* DtMCCB* and *DtACCA* encoding for the key enzymes in the BCAA catabolic pathway, leading to AcCoA synthesis. This strategy shows the feasibility of using the aforementioned third source for AcCoA, which was previously ignored.

The functional role of BCAA catabolic process in lipogenesis has been demonstrated in other various organisms. In the diatom, *Phaeodactylum tricornutum*, inhibition of *MCCB* expression by RNA interference disturbed the carbon flux, resulting in decreased TAG accumulation and impaired biomass growth (Ge *et al*., 2014). Green *et al*. (2016) highlighted the contribution of BCAAs to adipocyte metabolism in mouse cell line (3T3‐L1 cells) and demonstrated that amino acids (BCAAs in particular) from both extracellular sources and protein catabolism were highly utilized by differentiated adipocytes. Inhibition of BCAA catabolism negatively influenced 3T3‐L1 adipogenesis. In the study of Peng *et al*. (2015), BCAA catabolic mutants defective in enzymes both upstream and downstream of IVD displayed enhanced senescence in prolonged darkness, showing that function of BCAA catabolism in providing TCA cycle substrates in energy‐limited conditions. It also demonstrated that IVD influences energy homeostasis in multiple ways, providing BCAA catabolic CoA intermediates to the mitochondrial electron transport chain, as well as catabolizing additional substrates such as phytanoyl‐CoA and aromatic amino acids (Araújo *et al*., 2010; Ishizaki *et al*., 2005).

Interestingly, other amino acid catabolic pathways were found in concordant in contributing to the TCA cycle and AcCoA production. Lysine metabolism was previously demonstrated to interact with plant energy metabolism (Angelovici *et al*., 2011). Vorapreeda *et al*. (2012) also reported that leucine and lysine degradation in oleaginous fungi provided the alternative substrate for AcCoA as the precursor for lipid production, by contrast to that in nonoleaginous fungi. This is confirmed by the free amino acid (leucine) uptake study reported here. Free amino acid uptake (transport, assimilation /accumulation) and excretion had been observed in microalgae (Flynn and Butler, 1986; Huo *et al*., 2011). Three exogenous transamination and deamination cycles introduced by Huo *et al*. (2011) also reengineered carbon flux for fuel‐convertible amino acids and enabled protein hydrolysates to be used for fuel production.

In conclusion, we have studied a TAG‐rich mutant strain of *D. tertiolecta* under controlled laboratory conditions to advance our understanding of lipid metabolic pathways in the growth phase. Our study revealed a ‘three‐step α loop’ model to elucidate lipogenesis in the exponential growth phase as shown in Figure 6 and summarized below.

**Figure 6:**
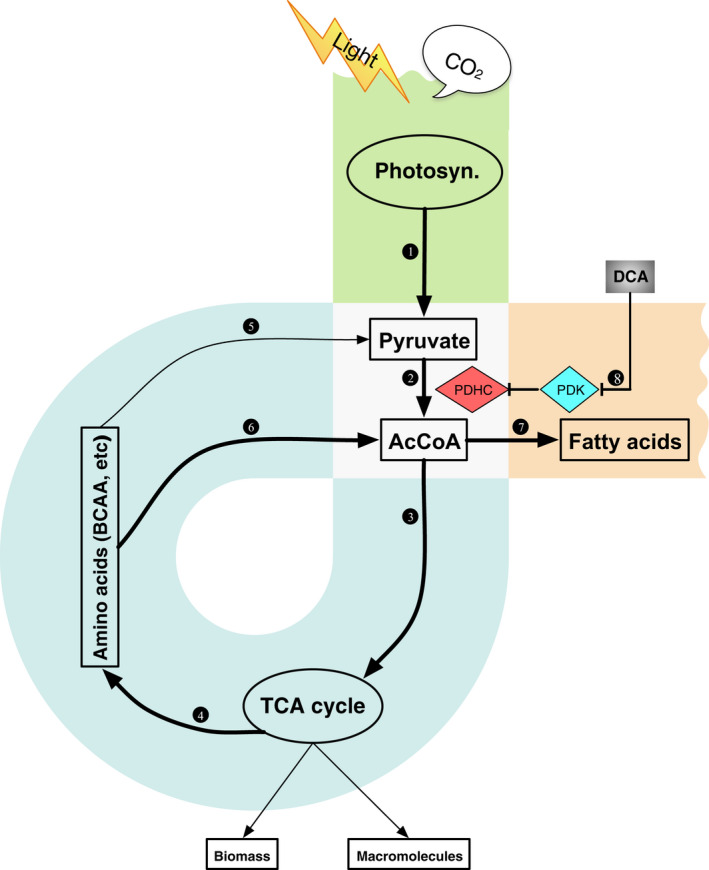
Regulation of metabolic pathways related to energy/carbon capture and conversion in *Dunaliella tertiolecta* mutant G11_7.

### The vertical path

Under normal conditions, a number of key enzymes in microalgae supply carbon precursors for *de novo* fatty acid synthesis, which include those involved in PDHC, glycolysis and suites of specific transporters. They were found substantially up‐regulated under nitrogen deprivation conditions (Li *et al*., 2014). This pyruvate‐dependent glycolysis pathway is tightly regulated by cell growth via PDHC/PDK cascade (Figure 6, route 1, 2). AcCoA and NADPH produced from this pathway are readily used by the TCA cycle to produce amino acids, macromolecules and energy for biomass growth. During this process, a minor fraction of AcCoA and NADPH is used for fatty acids synthesis (Carpinelli *et al*., 2014).

### The back loop

While in G11_7 mutant, genes involved in the amino acid catabolism in mitochondria were enhanced. The overflow free amino acids and catabolized proteins were channelled into AcCoA. This provides an additional source of AcCoA for fatty acid synthesis (Figure 6, route 5, 6). The recycling of amino acids at a moderate level led to a temporal increase in AcCoA concentration, with little compromise on the biomass growth rate (4%). This elevated AcCoA concentration (30%) exceeds the demand (set point) for biomass growth, which shunts the carbon and energy precursors to the fatty acid synthesis route (Figure 6, route 7). Genes responsible for fatty acid synthesis were constantly overexpressed at the mRNA level, and this equilibrium leads to ultimate generation of TAG in the growth phase.

### The pull‐down

In response to the drawn‐down of [AcCoA] for lipogenesis, a pull‐down of carbon flux from photosynthetic process takes effect, leading to the increase in photosynthetic rate (33%), and overexpression of genes participating in photosynthesis and glycolysis. The inclusion of DCA removed the regulation of PDHC, leading to an increase in AcCoA and accumulation in TAG (42%) (Figure 6, route 8). In consistency with our observation, bioengineering manipulation, such as antisense knock‐down of PDK in the diatom *P. tricornutum*, was reported to promote TAG production by 82% (Ma *et al*., 2014).

The further increase in the TAG accumulation in the stationary growth phase in HL under the treatment of DCA (PDHC activated) could be explained by the following: in the stationary phase, as cells no longer drawn‐down AcCoA for growth, the carbon and energy generated from photosynthesis was channelled to TAG production. Moreover, the cell membrane lipid also serves as the source of BCAA, which is degraded and contributes to the AcCoA reservoir in the stationary growth phase.

The proposed ‘three‐step α loop’ model suggests that the rate of lipogenesis in the growth phase is determined by the balance between the carbon/energy supply, biomass synthesis (growth) and amino acid catabolism. When the carbon metabolism is at high gears, a rapid catabolic rate would lead to accumulation of AcCoA and fatty acid synthesis, without compromise on biomass growth. However, an overrun amino acid catabolism would result in reduced growth rate, lower biomass concentration and ultimately lower TAG productivity of the culture. Collectively, TAEP in microalgae could be stimulated by elevated AcCoA level through multiple approaches. Besides aforementioned two major approaches, a balance for fatty acid oxidation is also of great interest to be investigated. To our knowledge, no genetic manipulation has been achieved in promoting TAG production in the growth phase. Collectively, the deliberated investigation provides targets for metabolic engineering of eukaryotic microalgae for efficient lipid production and may inspire novel biofuel production technology based on growth‐phase lipid‐producing oleaginous microalgae as alternative biofuel feedstocks.

## Experimental procedures

### Strains and culture conditions

The algal culture *Dunaliella tertiolecta* strain UTEX LB‐999 was obtained from the UTEX Culture Collection of Algae (University of Texas at Austin, TX). The microalgal cells were cultivated using ATCC‐1174 DA liquid medium (American Type Culture Collection at Manassas, Virginia) containing 0.5M NaCl in flask with shaking at 100 r.p.m. at 25 °C, under 12‐h light/12‐h dark with light intensity of 30 μmol photons m^−2^ s^−1^. Culture was supplied with 2% CO_2_ every 2 days. For the purpose of clarity, work conducted throughout the article is based on biological and technical triplicates unless otherwise stated.

TAG content was measured using quick Nile red assay (Bertozzini *et al*., 2011; Chen *et al*., 2009, 2011; Yao *et al*., 2015). The growth of microalgal cells was monitored by counting cell number and measuring absorbance at OD680 nm. The specific growth rate (*μ*) was calculated from the equation (Wahidin *et al*., 2013):

$$\mu =\frac{\ln\;(N2-N1)}{t2-t1}$$

where *N*2 and *N*1 are the cell number concentration measured at times *t*2 and *t*1, respectively. The specific growth rate of the mutant was traced and presented in Figure S6.

### Mutant isolation and optimization

*Dunaliella tertiolecta* transformation and random mutagenesis was conducted via electroporation (Shimogawara *et al*., 1998) (double consecutive pulses were delivered at intervals of 10–15 s in a Bio‐Rad Gene Pulser Xcell^™^ Electroporation Systems, with capacitance = 500 μFD, resistance = 400 Ω, voltage = 400 V), and 500 μL of cells was incubated with 50 μL of linearized plasmid (1 μg/10 μL, total amount 1–5 μg) and 5 μL of carrier DNA (fish sperm DNA) in 4‐mm gap cuvette. The plasmid with a cassette conferring resistance to zeocin served to generate random insertional mutagenesis (Yao *et al*., 2015). The Nile red data showed a relatively good correlation with data from total fatty acid methyl esters analysed by gas chromatography mass spectrometry (GC–MS) (*R* ^2^ = 0.97 for G11_7, *R* ^2^ = 0.92 for WT, Figure S7), indicating such an assay could be used as a quick high‐throughput screening method for TAG‐overproducing mutant strains, which was also tested and suggested by Xu *et al*. (2013).

Flow cytometric analyses of *Dunaliella* strains were performed on Nile red‐stained cells on Beckman Coulter CyAN. High‐TAG sorting strategy was applied to enable enrichment of high‐TAG mutant (0.G11) (5th day of cultivation), by two rounds of FACS on pooled mutants stained with Nile red using Beckman Coulter Mo‐Flo Legacy Cell Sorter (Terashima *et al*., 2015). The same strain treated with acetone was used as the background. The distribution of an identically treated culture of WT was used as the control to determine the TAG gates for mutant pool sorting. A high‐TAG gate that captured about 1.91% of WT with maximal Nile red fluorescence signal for a given chlorophyll fluorescence signal was performed (Figure S2a). The same gate captured about 18.99% of the cells in the 0.G11 mutant cells (Figure S2b). All cells that fell into this gate were collected into vials containing 0.5 mL 0.5 M NaCl ATCC medium. The cells were spun down at 750× ***g*** for 5 min, resuspended in fresh 0.5M ATCC medium, and plated onto 0.5 M ATCC 1.5% agar plates and incubated for 2 weeks. The colonies were subsequently transferred to a flask for subculturing. Mutant pool (1.G11) and WT pool on day 5 were collected and used for second round of FACS. The second cell sorting on 1.G11 mutant and WT pools was carried out using the same amount of cells at a high‐TAG gate (Figure S2c) and captured 11.07% of the cells in the mutant pool (Figure S2d). A wider Nile red and chlorophyll signal distribution in the pool of mutants indicates the presence of mutants that accumulate higher and lower amounts of TAG and chlorophyll. All cells that fell into this gate were collected into 96‐well plates containing 0.5 m NaCl ATCC media and incubated under the same culture condition. The cells from each well were then transferred to flasks for further TAG analysis. Kinetic studies of TAG accumulation in mutants and WT *D. tertiolecta* were carried out using Nile red quantitative assay together with GC‐MS technique (Yao *et al*., 2015). On culture day 6, G11_7 mutant and WT were harvested to visualize the LPs using fluorescent microscopy (Olympus BX63, Tokyo, Japan) and measure the photosynthetic rate using an oxygen electrode according to the operating manual (Rank Brothers, Bottisham, Cambridge, UK).

### RNA extraction and cDNA preparation

*Dunaliella tertiolecta* was collected for total RNA extraction using an RNeasy plant mini kit (Qiagen, Valencia, CA), according to the manufacturer's instructions. DNase was added to eliminate genomic DNA contamination. For quantitative real‐time PCR, total RNA was used to synthesize random hexamer‐primed cDNA according to the manufacturer's instructions.

### Next‐generation sequencing analysis

RNA was extracted from G11_7 and WT on culture day 6 in their exponential growth phase (LL). The quality was verified using Agilent RNA 6000 Nano Kit in Agilent 2100 bioanalyzer (Agilent Technologies, Palo Alto, CA) and gel electrophoresis. The samples were linearized with 0.1N NaOH into single‐stranded forms, and they were then neutralized and diluted into 200pM loading concentration with Examp master mix (EPX1 to 3) and loaded into one lane of paired‐end flowcell using the Illumina cBOT machine. The DNA was attached and amplified simultaneously inside each oligo well on the flowcell surfaces, as a proprietary clustering method known as exclusion amplification. This method ensures that only a single DNA template binds and forms a cluster within a single well, reducing the occurrence of polyclonal wells thus increasing the usable reads. The sequencing primer was then attached to the reads, preparing for sequencing run. The flowcell was then loaded into the Illumina HISEQ4000 High Sequencers with the sequencing reagents and run at 2 × 151 cycles, and the second read turnaround was carried out using the sequencers after the first read was completed. The images were captured by the HiSeq Control Software (HCS), and the Real Time Analysis (RTA) software converted the images into Cycle Intensity Files (CIF) and later Basecall (bcl) files. All the bcl files were then transferred to the server for storage and primary analysis. In the primary analysis, the bcl files were converted into fastq files using the bcl2fastq pipeline. After the conversion, the fastq reads were filtered to remove all the reads that did not pass filtering, leaving only useable passed filtered (PF) reads. The usable reads were then analysed and bin to each of the barcode file known as demultiplexing, and those that did not pass the filtering are not demultiplexed. The primary analysis result was then generated as the demultiplexed report and reviewed. The paired‐end raw data (150 bps in length/read) of G11_7 and WT were trimmed of adaptors and examined with pre‐alignment QA/QC (trimmed from both ends based on the parameter setting: Min read length = 25; Quality encoding = Auto detect; End min quality level (Phred)  = 20) (Table S2) in Partek^®^ Flow^®^ software (version 4.0, Partek Inc., St. Louis, MO) with Dt_v10 *D. tertiolecta* transcriptome database (available on author's website: https://github.com/SPURc-Lab) as the reference using reads per kilobase of transcript per million mapped reads (RPKM). Subsequently, the different expressed transcripts were imported into Partek^®^ Genomics Suite^®^ software (version 6.6, Partek Inc.) for gene annotation and KEGG pathway analysis (Yao *et al*., 2015). We also used an in‐house pipeline to analyse the RNA‐Seq data. The transcriptome database was enlarged via Trinity assembler (Grabherr *et al*., 2011) and BLASTX against reference protein sequences from all plants and bacterial from National Center for Biotechnology Information (NCBI; Shin *et al*., 2015). Transcript level comparison was performed using RSEM (Li and Dewey, 2011) with default settings. The count data from RSEM were imported for normalization in the Ebseq pipeline (Leng *et al*., 2013), which was used for differential expression analysis, with the design matrix formulated to fit the experimental conditions. National Supercomputing Centre (NSCC) was used for running the aforementioned software. The sequencing data were deposited into GEO with accession number of GSE82121.

### DCA treatment and amino acid spike

In the DCA‐treated experiment, WT *D. tertiolecta* with spike of 750 μm DCA (Sodium dichloroacetate, 98%, ACROS Organics^™^) and its net control were cultured under low‐light condition as aforementioned. TAG content was measured using quick Nile red assay as aforementioned. *PDK* mRNA levels were measured using quantitative real‐time PCR under different light conditions. AcCoA levels were quantified using Acetyl‐Coenzyme A Assay Kit (Sigma, MAK039). We did the same on G11_7 mutant both under low‐light (30 μmol photons m^−2^ s^−1^) and high‐light conditions (320 μmol photons m^−2^ s^−1^), respectively, with a net G11_7 strain as the control.

In the amino acid spike experiment, different concentrations of leucine (20, 50, 500, 1000 μm) were spiked into the microalgal culture medium of WT and G11_7 mutant *D. tertiolecta*, with its medium as blank control. Their TAG amount was quantified by the quick Nile red assay.

### Cloning and analysis of important genes

The 5′ and 3′ ends of the *D. tertiolecta* templates were cloned using a SMART^™^ RACE cDNA amplification kit (Clontech, Mountain View, CA) based on the total RNA extracted aforementioned. The full lengths of the coding region of putative *DtCuAO*,* DtIVD*,* DtMCCB* (detected in both next‐generation sequencing analyses) genes were amplified from *D. tertiolecta* cDNA by RACE PCR via the predicted region from the *D. tertiolecta* database. All the primers used in this study were listed in Table S3. Phylogenetic tree of protein clusters from various species was constructed by neighbor‐joining (NJ) method using software MEGA 5 [20]. Subcellular localization of the related genes was predicted by SignalP 4.1 (http://www.cbs.dtu.dk/services/SignalP/), ChloroP (http://www.cbs.dtu.dk/services/ChloroP/), MITOPROT (https://ihg.gsf.de/ihg/mitoprot.html), Hectar (http://webtools.sb-roscoff.fr) online.

### Metabolome analysis

Two hundred millilitre algal cells of G11_7 and WT were collected on day 6, respectively, and freeze‐dried for metabolome analysis. Metabolite extraction method was first optimized using a test sample. Four solvent mixtures were tested, and the optimal condition was chosen to ensure the maximum number of peak pairs that could be detected.

Metabolome profiles of the two genotypes of microalgae with biological triplicates were analysed using chemical isotope labelling (CIL) LC‐MS method. The CIL LC‐MS analysis focused on amine/phenol compounds and carboxylic acid submetabolomes extracted from the samples. Three aliquots of each sample were weighed out, and each aliquot was labelled according to protocols reported previously (Guo and Li, 2009, 2010; Peng and Li, 2013). Samples were then mixed appropriately and analysed on the Bruker Impact HD quadrupole time‐of‐flight (Q‐TOF) mass spectrometer (Bruker, Billerica, MA) connected to a Dionex Ultimate 3000 (Dionex, Sunnyvale, CA). The samples were injected onto an Agilent reversed‐phase Eclipse Plus C18 column (2.1 mm × 10 cm, 1.8 μm, 95 Å) for separation. Solvent A was 0.1% (v/v) formic acid/5% (v/v) ACN /H_2_O, and solvent B was 0.1% (v/v) formic acid/ACN. The chromatographic conditions for dansyl labelling were as follows: *t* = 0 min, 20% B; *t* = 3.5 min, 35% B; *t* = 18 min, 65% B; *t* = 21 min, 95% B; *t* = 26 min, 95% B. The gradient for DmPA labelling was *t* = 0 min, 20% B; *t* = 9 min, 50% B; *t* = 22 min, 65% B; *t* = 26 min, 80% B; *t* = 29 min, 98% B; *t* = 40 min, 98% B. Column temperature was set at 30 °C, and a flow rate of 180 μL/min was applied. All MS spectra were obtained in the positive ion mode. The mass range was set as 220–1000 m/z for danzyl labelling and 110–1000 m/z for acid labelling. The MS spectral rate was 1.0 Hz.

For targeted acyl‐CoA analysis, LC‐MS with standard addition method was used to quantify the CoAs in the algae samples (Friis *et al*., 2014). A mixture of fifteen CoA standards was used. 30 μL of each biological triplicate sample was injected onto a Kinetex Coreshell HILIC column (100 mm × 2.1 mm, 1.7 μm) for separation. LC‐MS analysis was carried out using a Dionex Ultimate 3000 (Dionex) connected to a Bruker maXis II Q‐TOF instrument (Bruker). Column temperature was set at 40 °C, and a solvent gradient of 5 min at 500 μL/min was used with an equilibration of 8 min at 600 μL/min. Solvent A was 10 mm ammonium acetate (pH 5.6), and solvent B was 95% ACN/5% 10 mm ammonium acetate (pH 5.6). The gradient was as follows: 0–3.0 min (90% B‐5% B); 3.0–5.5 min (5% B‐5% B). For the Q‐TOF instrument, the mass range was set as 750–1100 m/z and the spectral acquisition rate was 3 Hz. All MS spectra were obtained in the positive ion mode. Peak areas of all the CoAs were extracted using Bruker Target Analysis software for quantification.

Profiling the amine‐ and phenol‐containing metabolites (i.e. the amine/phenol submetabolome) was carried out using differential chemical isotope labelling liquid chromatography mass spectrometry (CIL LC‐MS) (Figure S8). A total of 2246 metabolites (isotope peak pairs) were detected in the 18 LC‐MS runs. Among those metabolites, 276 were considered significant contributors to the differentiation of the two genotypes from Volcano Plot, and the two groups of samples can be well separated through either principal component analysis (PCA) or partial least squares discriminant analysis (PLS‐DA) (Figure S9a‐c). Among those 276 metabolites, 18 were positively identified against dansyl standards library based on both mass and retention time matches; 46 could be putatively identified using MyCompoundID search engine against HMDB based on 0 reaction and Metlin. The detailed amine‐ and phenol‐containing metabolite report is shown in Supplementary Data Set 2a.

In the carboxylic acid submetabolome profiling, 2246 metabolites (isotope peak pairs) were detected in 18 LC‐MS runs. Among those metabolites, 142 were considered significant contributors to the differentiation of the two genotypes (Figure S9d‐f). Separation of the two groups of samples can be very well observed in PCA and PLS‐DA plots. Fold changes for some of the targeted acids are listed in Supplementary Data Set 2b.

Importantly, fifteen targeted acyl‐CoAs with different acyl groups were also performed using LC‐MS, and their fold changes between the two groups, along with CoA concentrations, are shown in Supplementary Data Set 2c. Our emphases were mainly in the fatty acid biosynthesis pathway, protein metabolic pathway, citrate acid cycle (TCA cycle) and their precursors.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

**Figure S1**. Physiological study of WT *D. tertiolecta* after DCA treatment. (a) TAG quantitative assay by Nile red staining method under low‐light condition. (b) Growth curve monitored by spectrophotometry under low‐light condition. (c) Acetyl‐CoA level change after addition of DCA to WT. (LL: 30 μmol photons m^−2^ s^−1^). Error bars, SEM. Statistical analyses were performed using Student t test, ***P < 0.001.
**Figure S2**. Fluorescence‐activated cell sorting for mutant and WT *D. tertiolecta*. (a) Fluorescent cell sorting image from first sorted WT cells (R3). (b) Fluorescent cell sorting image from first sorted G11 cells (R3). (c) Fluorescent cell sorting image from second sorted WT cells (R6). (d) Fluorescent cell sorting image from second sorted G11 cells (R6). (e) Fast screening of *D. tertiolecta* colonies from FACS using Nile red staining assay. (f) Detailed screening of *D. tertiolecta* colonies with top TAG accumulation ability in biological triplicate using Nile red staining assay.
**Figure S3**. Fold change of G11_7 and WT fatty acid profile. (a) Fatty acid content is expressed as percentage of total fatty acids of G11_7 and WT (n = 3). (b) *Satd* saturated fatty acids, *Mounsatd* monounsaturated fatty acids, *Pounsatd* polyunsaturated fatty acids, *Unsatd* unsaturated fatty acids, *DUS* the degree of fatty acid unsaturation =  [1.0× (% monoenes) + 2.0× (% dienes) + 3.0× (% trienes) + 4.0× (% tetraenes)]/100. Error bars, SEM. Statistical analyses were performed using Student t test, *P < 0.05, **P < 0.01, ***P < 0.001.
**Figure S4**. Evolutionary relationships of taxa of 3 predicted genes. The evolutionary history was inferred using the Neighbor‐Joining method [1]. (a) *DtCuAO* gene, the optimal tree with the sum of branch length = 32.94110683 is shown. There were a total of 415 positions in the final dataset. (b) *DtIVD* gene, the optimal tree with the sum of branch length = 28.60417585 is shown. There were a total of 294 positions in the final dataset. (c) *DtMCCB* gene, the optimal tree with the sum of branch length = 27.00169906 is shown. There were a total of 156 positions in the final dataset. The percentage of replicate trees in which the associated taxa clustered together in the bootstrap test (1000 replicates) are shown next to the branches [2]. The tree is drawn to scale, with branch lengths in the same units as those of the evolutionary distances used to infer the phylogenetic tree. The evolutionary distances were computed using the Poisson correction method [3] and are in the units of the number of amino acid substitutions per site. The analysis involved 32 amino acid sequences. All positions containing gaps and missing data were eliminated. Evolutionary analyses were conducted in MEGA5 [4].
**Figure S5**. Temporal expression of predicted genes and lipid accumulation fold changes. (a) Fold change in abundance of *DtIVD* and *DtCuAO* transcript (primary axis) during lipid accumulation in G11_7/WT *D. tertiolecta* (secondary axis). (b) Relative *DtIVD*,* DtCuAO*, and *DtMCCB* mRNA transcript abundance (primary axis) during lipid accumulation (secondary axis) in different *D. tertiolecta* strains.
**Figure S6**. Specific growth rate of G11_7 mutant versus WT *Dunaliella tertiolecta* under low light.
**Figure S7**. Linear regression of Nile red assay and GC‐MS measurement. (a) and (b), Horizontal error bars show standard deviation for Nile red assay. Vertical error bars show standard deviation for total fatty acid from GC‐MS measurement. The line shows linear regression between the two methods. Strain genotypes: 1, 2, 3, 4, 5 represent culture day 6, 8, 16, 28, 33 for G11_7 strain in a), respectively; 1, 2, 3, 4, 5 represent culture day 6, 8, 16, 28, 33 for WT strain in b). All experiments were performed in triplicate.
**Figure S8**. Experimental workflow of isotopic labeling LC‐MS for quantifying the changes of metabolites in the WT and G11‐7 mutant *D. tertiolecta*.
**Figure S9**. Volcano Plot, and PCA and PLS‐DA score plot. (a) Volcano plot of amine/phenol analysis. 276 metabolites has Fold Change (mutated/WT) >1.5, *P* < 0.01, with 100 upregulated and 176 downregulated. (b) PCA plot of amine/phenol analysis. (c) PLS‐DA score plot of amine/phenol analysis, R^2^ = 0.997, Q^2^ = 0.96. (d) Volcano Plot of global carboxylic acids profiling. 303 metabolites has Fold Change (mutated/WT) >1.5, *P* < 0.05; 248 up‐regulated and 55 down‐regulated. (e) PCA plot of global carboxylic acids profiling. (f) PLS‐DA score plot of global carboxylic acids profiling.
**Table S1**. Important genes and metabolites affected in the mutant strain G11_7.
**Table S2**. Run summary of G11_7 and WT *D. tertiolecta* on the Illumina HISEQ4000 platform.
**Table S3**. Primer sequence for RACE PCR and real‐time PCR.
**Data Set S1**. Differential expressed transcript list from next‐generation sequencing. (a) Differential expressed genes detected by Partek workflow. (b) Differential expressed genes detected by in‐house workflow.
**Data Set S2**. Specific metabolite list. (a) Profiling the amine‐ and phenol‐containing metabolites. (b) Profiling the Carboxylic Acids. (c) Fold changes of the targeted CoAs.
**Data Set S3**. cDNA sequence of the studied genes and their corresponding sequence of translated amino acid. (a) DtCuAO, (b) DtIVD, (c) DtMCCB, and (d) DtPDK.

# Supplementary material for: Elevated acetyl‐CoA by amino acid recycling fuels microalgal neutral lipid accumulation in exponential growth phase for biofuel production
**Source:** Plant Biotechnol J. 2016 Nov 8;15(4):497–509. doi: 10.1111/pbi.12648
**Supplement:** Supplementary file 1 — Figure S1. Physiological study of WT D. tertiolecta after DCA treatment. (a) TAG quantitative assay by Nile red staining method under low‐light condition. (b) Growth curve monitored by spectrophotometry under low‐light condition. (c) Acetyl‐CoA level change after addition of DCA to WT. (LL: 30 μmol photons m−2 s−1). Error bars, SEM. Statistical analyses were performed using Student t test, ***P < 0.001. Figure S2. Fluorescence‐activated cell sorting for mutant and WT D. tertiolecta. (a) Fluorescent cell sorting image from first sorted WT cells (R3). (b) Fluorescent cell sorting image from first sorted G11 cells (R3). (c) Fluorescent cell sorting image from second sorted WT cells (R6). (d) Fluorescent cell sorting image from second sorted G11 cells (R6). (e) Fast screening of D. tertiolecta colonies from FACS using Nile red staining assay. (f) Detailed screening of D. tertiolecta colonies with top TAG accumulation ability in biological triplicate using Nile red staining assay. Figure S3. Fold change of G11_7 and WT fatty acid profile. (a) Fatty acid content is expressed as percentage of total fatty acids of G11_7 and WT (n = 3). (b) Satd saturated fatty acids, Mounsatd monounsaturated fatty acids, Pounsatd polyunsaturated fatty acids, Unsatd unsaturated fatty acids, DUS the degree of fatty acid unsaturation = [1.0× (% monoenes) + 2.0× (% dienes) + 3.0× (% trienes) + 4.0× (% tetraenes)]/100. Error bars, SEM. Statistical analyses were performed using Student t test, *P < 0.05, **P < 0.01, ***P < 0.001. Figure S4. Evolutionary relationships of taxa of 3 predicted genes. The evolutionary history was inferred using the Neighbor‐Joining method [1]. (a) DtCuAO gene, the optimal tree with the sum of branch length = 32.94110683 is shown. There were a total of 415 positions in the final dataset. (b) DtIVD gene, the optimal tree with the sum of branch length = 28.60417585 is shown. There were a total of 294 positions in the final dataset. (c) DtMCCB gene, the optimal tree with

# Supplementary Materials

**Supplementary Figures**

a

b

c

**Supplementary Figure 1** Physiological study of WT *D. tertiolecta* after DCA treatment.

(a) TAG quantitative assay by Nile red staining method under low light condition. (b) Growth curve monitored by spectrophotometry under low light condition. (c) Acetyl-CoA level change after addition of DCA to WT. (LL: 30 μmol photons•m-2•s-1). Error bars, SEM. Statistical analyses were performed using Student t test, ***P < 0.001.

a b

c d

e

f

**Supplementary Figure 2** Fluorescence-activated cell sortingfor mutant and WT *D. tertiolecta*.

(a) Fluorescent cell sorting image from first sorted WT cells (R3). (b) Fluorescent cell sorting image from first sorted G11 cells (R3). (c) Fluorescent cell sorting image from second sorted WT cells (R6). (d) Fluorescent cell sorting image from second sorted G11 cells (R6). (e) Fast screening of *D. tertiolecta* colonies from FACS using Nile red staining assay. (f) Detailed screening of *D. tertiolecta* colonies with top TAG accumulation ability in biological triplicate using Nile red staining assay.

a

b

**Supplementary Figure 3** Fold change of G11_7 and WT fatty acid profile.

(a) Fatty acid content is expressed as percentage of total fatty acids of G11_7 and WT (n = 3). (b) *Satd* saturated fatty acids, *Mounsatd* monounsaturated fatty acids, *Pounsatd* polyunsaturated fatty acids, *Unsatd* unsaturated fatty acids, *DUS* the degree of fatty acid unsaturation = [1.0 × (% monoenes) + 2.0 × (% dienes) + 3.0 × (% trienes) + 4.0 × (% tetraenes)]/100.

Error bars, SEM. Statistical analyses were performed using Student t test, *P < 0.05, **P < 0.01, ***P < 0.001.

a
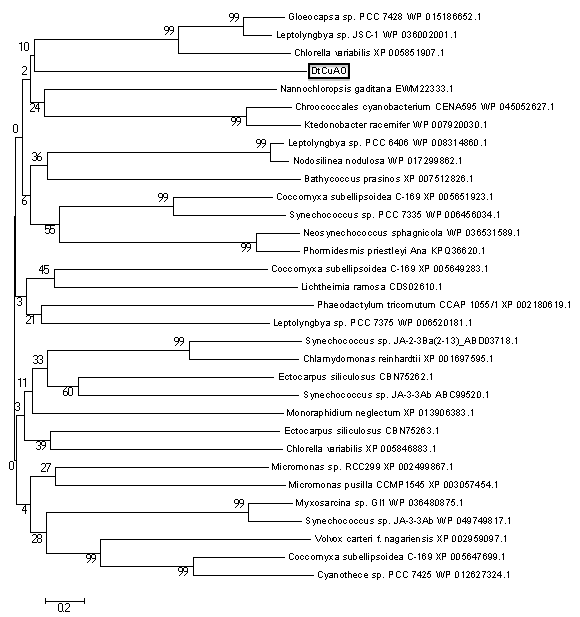

b

c

**Supplementary Figure 4** Evolutionary relationships of taxa of 3 predicted genes.

The evolutionary history was inferred using the Neighbor-Joining method (Saitou and Nei, 1987). (a) *DtCuAO* gene, the optimal tree with the sum of branch length = 32.94110683 is shown. There were a total of 415 positions in the final dataset. (b) *DtIVD* gene, the optimal tree with the sum of branch length = 28.60417585 is shown. There were a total of 294 positions in the final dataset. (c) *DtMCCB* gene, the optimal tree with the sum of branch length = 27.00169906 is shown. There were a total of 156 positions in the final dataset. The percentage of replicate trees in which the associated taxa clustered together in the bootstrap test (1000 replicates) are shown next to the branches (Felsenstein, 1985). The tree is drawn to scale, with branch lengths in the same units as those of the evolutionary distances used to infer the phylogenetic tree. The evolutionary distances were computed using the Poisson correction method (Zuckerkandl and Pauling, 1965) and are in the units of the number of amino acid substitutions per site. The analysis involved 32 amino acid sequences. All positions containing gaps and missing data were eliminated. Evolutionary analyses were conducted in MEGA5 (Tamura et al., 2011).

Disclaimer: Although utmost care has been taken to ensure the correctness of the caption, the caption text is provided "as is" without any warranty of any kind. Authors advise the user to carefully check the caption prior to its use for any purpose and report any errors or problems to the authors immediately (www.megasoftware.net). In no event shall the authors and their employers be liable for any damages, including but not limited to special, consequential, or other damages. Authors specifically disclaim all other warranties expressed or implied, including but not limited to the determination of suitability of this caption text for a specific purpose, use, or application.

a

b

**Supplementary Figure 5** Temporal expression of predicted genes and lipid accumulation fold changes.

(a) Fold change in abundance of *DtIVD* and *DtCuAO* transcript (primary axis) during lipid accumulation in G11_7/WT *D. tertiolecta* (secondary axis). (b) Relative *DtIVD*, *DtCuAO*, and *DtMCCB* mRNA transcript abundance (primary axis) during lipid accumulation (secondary axis) in different *D. tertiolecta* strains.

**Supplementary Figure 6** Specific growth rate of G11_7 mutant versus WT *Dunaliella tertiolecta* under low light.

a

b

**Supplementary Figure 7** Linear regression of Nile red assay and GC-MS measurement.

(a) and (b), Horizontal error bars show standard deviation for Nile red assay. Vertical error bars show standard deviation for total fatty acid from GC-MS measurement. The line shows linear regression between the two methods. Strain genotypes: 1, 2, 3, 4, 5 represent culture day 6, 8, 16, 28, 33 for G11_7 strain in a), respectively; 1, 2, 3, 4, 5 represent culture day 6, 8, 16, 28, 33 for WT strain in b). All experiments were performed in triplicate.

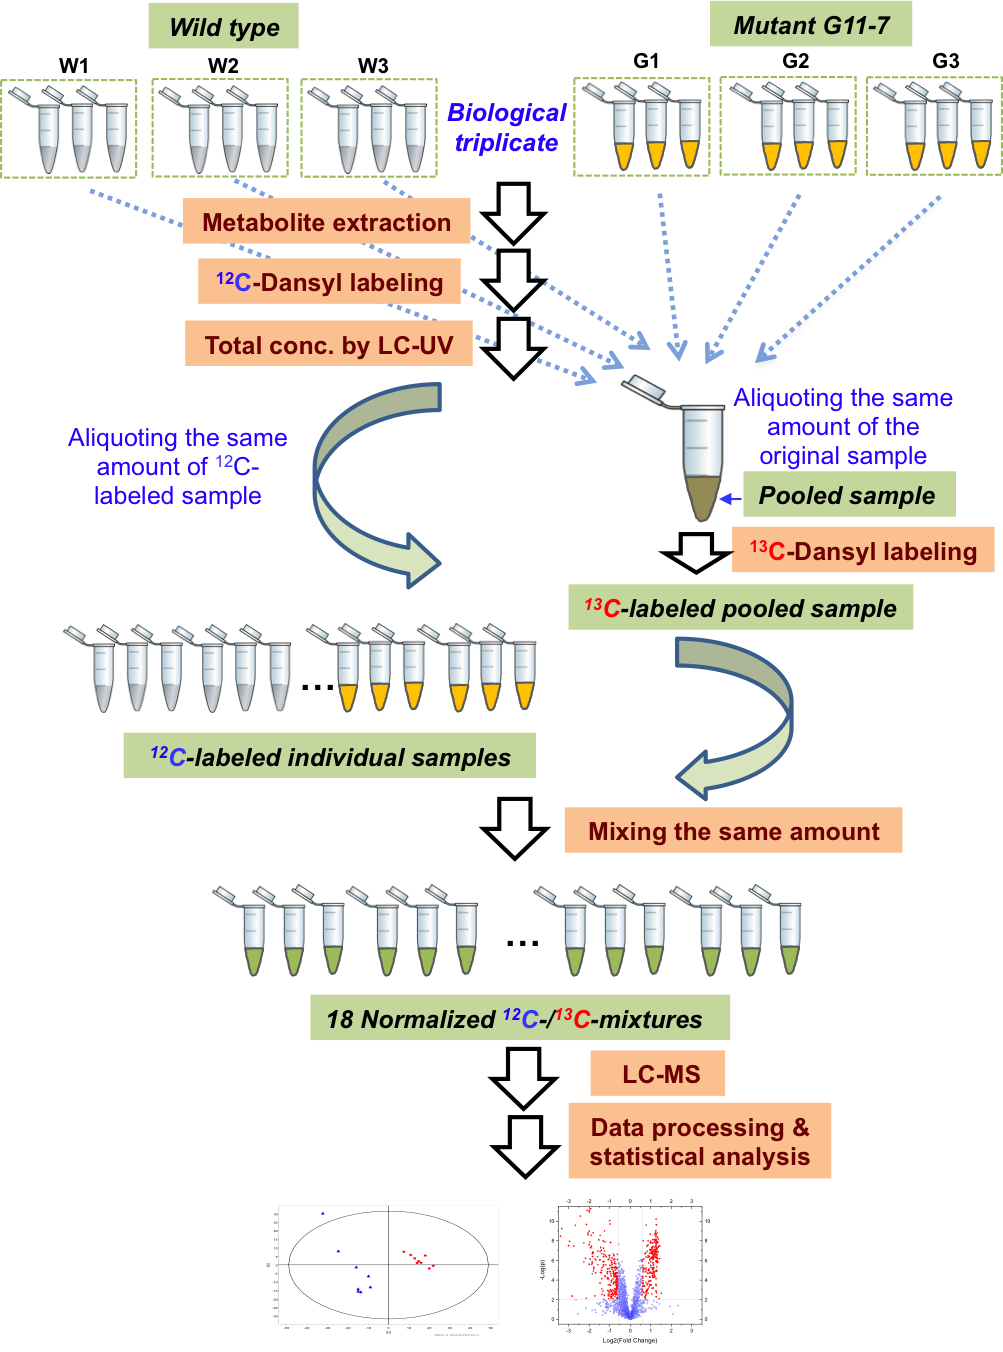

**Supplementary Figure 8** Experimental workflow of isotopic labeling LC-MS for quantifying the changes of metabolites in the WT and G11-7 mutant *D. tertiolecta*.

a

b

c

d

e

f

**Supplementary Figure 9** Volcano Plot, and PCA and PLS-DA score plot.

(a) Volcano plot of amine/phenol analysis. 276 metabolites has Fold Change (mutated/WT) > 1.5, p <0.01, with 100 upregulated and 176 downregulated. (b) PCA plot of amine/phenol analysis. (c) PLS-DA score plot of amine/phenol analysis, R2 = 0.997, Q2 = 0.96. (d) Volcano Plot of global carboxylic acids profiling. 303 metabolites has Fold Change (mutated/WT) > 1.5, p <0.05; 248 up-regulated and 55 down-regulated. (e) PCA plot of global carboxylic acids profiling. (f) PLS-DA score plot of global carboxylic acids profiling. R2 = 0.995, Q2 = 0.949.

**Supplementary Tables**

Supplementary Table 1 Important genes and metabolites affected in the mutant strain G11_7.

| **Metabolite Names** | **Fold Change**  **(G11_7/ WT)** | **p-value** | **Participating pathways** | **Gene Names** | **Fold Change**  **(G11_7/ WT)** | **FDR** |
| --- | --- | --- | --- | --- | --- | --- |
| L-Glutamic Acid | 1.59 | 7.18E-07 | Valine, leucine and isoleucine degradation & Transamination | isovaleryl-CoA-dehydrogenase  (IVD) | 4.93  */ 9.37* | 3.3E-02  */ 0* |
| n-Propionyl-CoA | 1.7 | 2.3E-03 | 3-methylcrotonyl-CoA carboxylase  (MCCB) | 4.87  */ 6.96* | 2.5E-02  */ -* |
|  |  |  | acetyl-CoA C-acetyltransferase  (ACCA) | *111.609* | *0* |
|  |  |  |  | alanine-glyoxylate transaminase / (R)-3-amino-2-methylpropionate-pyruvate transaminase | *0.0115924* | *7.38E-08* |
| Glutaryl-CoA | 1.8 | 5.6E-03 | Lysine degradation | acetyl-CoA C-acetyltransferase  (ACCA) | *111.609* | *0* |
| Butyryl-CoA | 1.3 | 1.4E-02 | histone-lysine N-methyltransferase (SETD2) | *0.0560417* | *2.83E-02* |
| Pyruvate | 1.55 | 1.75E-02 | * |  |  |  |
| Acetyl-CoA | 1.3 | 3.1E-05 | * |  |  |  |
|  |  |  |  |  |  |  |
| Citrate | 2.12 | 2.6E-04 | TCA cycle |  |  |  |
| Succinyl-CoA | 5.9 | 4.3E-04 |  |  |  |
| Malonyl-CoA | 2.1 | 4.9E-03 | Fatty acid biosynthesis & elongation & Glycerolipid metabolism | malonyl-CoA:acyl-carrier-protein transacylase  (FabD) | *5.67* | *1.0E-04* |
| Myristoyl-CoA (14:0-CoA) | 0.1 | 1.2E-04 | glycerol kinase  (GLPK) | *2.35463* | *-* |
| Palmitoleoyl-CoA (16:1-CoA) | 0.3 | 1.0E-03 | 2-acylglycerol O-acyltransferase 2  (MOGAT) | *1.5837* | *-* |
| Oleoyl-CoA (18:1-CoA) | 0.5 | 1.3E-02 | phospholipid:diacylglycerol acyltransferase | *0.00880818* | *0* |
| Arachidonyl CoA (20:4-CoA) | 0.3 | 4.6E-03 |  |  |  |
| L-Proline | 1.52 | 7.05E-05 | Arginine and proline metabolism & β-Alanine & Transamination | copper amine oxidase family protein  (AMX1) | 7.59  */ 10.95* | 1.3E-02  / - |
| 1-Pyrroline-3-hydroxy-5-carboxylate | 1.59 | 7.18E-07 |
| Ornithine | -2.26 | 2.88E-06 |
| Spermidine | -1.70 | 1.99E-06 |
|  |  |  | Photosynthesis | plastocyanin (petE) | *22.4279* | *2.39E-07* |
|  |  |  | cytochrome b6-f complex iron-sulfur subunit (petC) | *2.35716* | *1.02E-03* |
|  |  |  | ferredoxin (petF) | *1.548* | *-* |
|  |  |  | photosystem II 22kDa protein (psbS) | *0.0143979* | *1.75E-09* |
|  |  |  | light-harvesting complex I chlorophyll a/b binding protein 1 (LHCA1) | *40.9366* | *1.05E-02* |
|  |  |  | light-harvesting complex II chlorophyll a/b binding protein 1 (LHCB1) | *4.4559* | *-* |
|  |  |  | Glycolysis / Gluconeogenesis | 6-phosphofructokinase 1 (pfkA) | *8.3757* | *-* |
|  |  |  | phosphoenolpyruvate carboxykinase (ATP) (PPC) | *21.3294* | *1.10E-09* |
|  |  |  | fructose-1,6-bisphosphatase I (FBP) | *43.363* | *-* |

The changes in gene expression level found from in-house pipeline are shown in italic with underline. Changes found from Partek pipeline are shown in normal font.

* Pyruvate and acetyl-CoA are core intermediates participating in many pathways.

- No FDR is provided for specific genes since multiple contigs are detected.

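The fold changes in italics come from contigs of the Trinity assembly, and a value without an FDR stands for several contigs of 1 name. Glycerol kinase (*GLPK*), which phosphorylates glycerol for lipid assembly, rose as a Trinity gene (TRINITY_DN39260_c4_g1) from 270.3 ± 28.3 to 552 ± 23.7 normalized counts (SD, n = 3 libraries per strain), a log2 fold change of 1.03 (standard error 0.135, adjusted p = 0.00982 from edgeR, up to 0.0653 without G11_7 1, 2 or 3). A pair of *MOGAT* genes, which add an acyl chain to monoacylglycerol, had log2 fold changes of 0.56 (adjusted p = 0.142) and 0.76 (adjusted p = 0.0669 from edgeR, 0.0280 from DESeq2). The contig of phospholipid:diacylglycerol acyltransferase had 0, 102 and 35 counts in the WT libraries and none in G11_7. In the triacylglycerol and glycerolipid list, 4 of 12 Trinity genes were higher and 1 was lower (7 and 2 adjusted over the list alone). Glycerol-3-phosphate dehydrogenase (K00111, TRINITY_DN22758_c0_g2) rose from 195 ± 34.6 to 749 ± 130 normalized counts (log2 fold change 1.94, standard error 0.199, adjusted p = 0.00347 from edgeR), with or without any 1 library. Of the genes of phosphatidate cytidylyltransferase, which makes CDP-diacylglycerol, TRINITY_DN1264_c1_g2 rose (log2 fold change 2.36, adjusted p = 0.00789 from edgeR, 0.0531 without G11_7 2) and TRINITY_DN1264_c1_g1 was at least 37.8-fold higher with 39, 102 and 162 counts in G11_7 (at least 23.0-fold without G11_7 3). TRINITY_DN1264_c1_g5 of the same enzyme fell by 1.07 on the log2 scale (adjusted p = 0.0209 from edgeR). The calls of the latter pair were lost without any 1 library other than WT 3. The list had 2, 1, 2, 3 and 3 genes higher and 0 lower without G11_7 1, 2 and 3, WT 1 and WT 2, and 5 higher and 1 lower without WT 3. The ferredoxin genes TRINITY_DN53580_c2_g1 and TRINITY_DN2488_c5_g1 had log2 fold changes of 0.63 and 0.68 (adjusted p = 0.0184 and 0.0406 from edgeR, lost without any 1 library other than WT 3). The alanine-glyoxylate transaminase contig had 0, 1 and 0 counts in G11_7 and 110, 70 and 26 in WT (log2 fold change -7.11, adjusted p = 0.0436 from edgeR), and the sum over its gene gave -0.04 (adjusted p = 0.966 from edgeR). The *psbS* contig had 0, 52 and 32 counts in WT and none in G11_7, and its gene, TRINITY_DN46825_c0_g2, had a log2 fold change of -0.29 (adjusted p = 0.687 from edgeR). The *SETD2* contig had 54 counts in WT 1 and 1 in G11_7 1.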

Supplementary Table 2 Run summary of G11_7 and WT *D. tertiolecta* on the Illumina HISEQ4000 platform.

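This table counts the read pairs that entered alignment in Partek Flow after trimming, whereas the counts analysed here are those that RSEM assigned to contigs. The paper's share of aligned reads runs from 63.47% to 66.31%. In the RSEM counts, between 45991 and 55695 contigs reached 10 counts in a library. The largest Trinity gene took 2.05% to 3.65% of the counts of a library and the largest 10 took 6.53% to 8.45%.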

| **Sample name** | **Sequencing stats and pre-alignment QA/QC of raw data**  **/pre-alignment QA/QC of post-trimming data** | | | | | **Post-alignment QA/QC after alignment** | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Total reads | Avg. read length | Avg. read quality | % N | % GC | Total reads | % Aligned |
| G11_7-1 | 131,836,866/ **131,836,590** | 150.00/ **149.80** | 38.78/ **38.81** | .03/ **.02** | 55.40/ **55.40** | 65,918,295 | 65.13 |
| G11_7-2 | 175,867,666/ **175,867,448** | 150.00/ **149.80** | 38.82/ **38.85** | .03/ **.02** | 55.16/ **55.16** | 87,933,724 | 63.65 |
| G11_7-3 | 129,743,218/ **129,742,886** | 150.00/ **149.79** | 38.73/ **38.76** | .03/ **.02** | 55.00/ **54.99** | 64,871,443 | 65.75 |
| WT-1 | 135,893,898/ **135,893,720** | 150.00/ **149.82** | 38.92/ **38.95** | .03/ **.02** | 55.35/ **55.34** | 67,946,860 | 63.47 |
| WT-2 | 110,407,944/ **110,407,800** | 150.00/ **149.81** | 38.89/ **38.92** | .03/ **.02** | 54.83/ **54.83** | 55,203,900 | 63.79 |
| WT-3 | 123,035,916/ **123,035,586** | 150.00/ **149.81** | 38.87/ **38.90** | .03/ **.02** | 54.54/ **54.54** | 61,517,793 | 66.31 |

Supplementary Table 3 Primer sequence for RACE PCR and real-time PCR.

| **Primer name** | **Primer Sequence** |  |
| --- | --- | --- |
|
| **RACE or sequence confirmation primers** | |  |
| r_DtCuAO_R1 | TCACATTGTTGCCGCAGACAT | RACE PCR for 5' end |
| r_DtCuAO_R2 | ACACGAAAATCTGCATGACCT | RACE PCR for 5' end (nested) |
| r_DtCuAO_F1 | AATGCGTTCTATGCAAAGGAGCA | RACE PCR for 3' end |
| r_DtCuAO_F2 | TGTCATGCCTGTGGAGACTGT | RACE PCR for 3' end (nested) |
| Dtmccb_F1 | ATGGGTGCGGTGCTTTGGGCT |  |
| Dtmccb_R2 | ACAGGGAACACTGTTAGCAAAG |  |
| rDtACAD_R1 | TCATGCCTAGTTTGTTGAGCT | RACE PCR for 5' end |
| rDtACAD_R2 | ATTGGTGCACCACATTTTGG | RACE PCR for 5' end (nested) |
| rDtACAD_F1 | CCAAAATGTGGTGCACCAAT | RACE PCR for 3' end |
| rDtACAD_F2 | AGCTCAACAAACTAGGCATGA | RACE PCR for 3' end (nested) |
| **qPCR primers** |  |  |
| qDtCuAO_F1 | CATTGGCATACGGATTCTTG |  |
| qDtCuAO_R1 | GTCCGTATTGATCCGGCTAT |  |
| qDtIVD_F1 | TCTGTGCTGTGCTGAAACC |  |
| qDtIVD_R1 | GGCAAGACAGAGCCTGAAA |  |
| qPDK_F | ATGAGCCTCCCAAAGATGAC |  |
| qPDK_R | CGCGTAAGCATATCGACCTA |  |
| DtTUB_F | CAGATGTGGGATGCCAAGAACAT |  |
| DtTUB_R | GTTCAGCATCTGCTC ATCCACCT |  |

**Supplementary Data Sets**

Supplementary Data Set 1 Differential expressed transcript list from next-generation sequencing.

(a) Differential expressed genes detected by Partek workflow.

(b) Differential expressed genes detected by in-house pipeline.

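Of the 6474 contigs that the authors called in EBSeq (3601 higher and 2873 lower in G11_7), 5028 reached the count minimum, and 447 higher and 232 lower contigs of these passed edgeR, all in the direction the authors gave. When the contigs of each Trinity gene were summed, 1656 of 5997 calls had a gene that passed in the called direction (1146 higher and 510 lower) and 22 had a gene that passed in the other direction. Among all calls, 5001 had at least 10 counts in all 3 libraries of the higher strain, 837 in 2, 628 in 1 and 8 in none. Other contigs of the same gene held counts for 3057 calls, whose median log2 fold change in the direction of the call was 2.37, against 0.11 for the sum of the other contigs. The called contigs, unlike the others, had been chosen by the authors for a change on these same libraries. The annotation named 2761 of the calls, in 2391 Trinity genes. Of the 2251 of these genes that were tested, 323 were higher and 219 were lower. The calls that passed edgeR were 174, 114 and 128 without G11_7 1, 2 and 3, 216 and 161 without WT 1 and WT 2, and 594 without WT 3.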

Supplementary Data Set 2 Specific metabolite list.

(a) Profiling the amine- and phenol-containing metabolites.

|  | **Input mass** | **Input rt** | **Calibrated RT** | **HMDB No.** | **Name** | **Monoisotopic molecular mass** | **mz_light** | **RT** | **Mass error** | **RT error** | **Fold Change (mutated/wildtype)** | **p-value** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | 517.1493 | 2.45 | 2.32 | HMDB00133 | Guanosine | 283.0917 | 517.15 | 2.22 | 0.0007 | 0.1 | 0.41 | 5.74E-08 |
| 2 | 293.1053 | 3.14 | 3.04 | HMDB01842 | Guanidine | 59.0483 | 293.1067 | 3 | 0.0014 | 0.04 | 0.28 | 2.32E-05 |
| 3 | 399.1055 | 4 | 3.94 | HMDB02005 | Methionine Sulfoxide | 165.046 | 399.1043 | 3.72 | 0.0012 | 0.22 | 0.58 | 8.06E-07 |
| 4 | 399.1041 | 4.33 | 4.3 | HMDB02005 | Methionine Sulfoxide - Isomer | 165.046 | 399.1043 | 4.2 | 0.0002 | 0.1 | 0.57 | 3.29E-07 |
| 5 | 364.1684 | 6.57 | 7.09 | HMDB02064 | N-Acetylputrescine | 130.1106 | 364.1689 | 7.25 | 0.0005 | 0.16 | 0.62 | 4.59E-05 |
| 6 | 460.1168 | 7.79 | 8.45 | HMDB00296 | Uridine - H2O | 244.0695 | 460.1173 | 8.67 | 0.0005 | 0.22 | 0.28 | 1.45E-06 |
| 7 | 386.0904 | 8.06 | 8.74 | HMDB00292 | Xanthine | 152.0334 | 386.0917 | 8.95 | 0.0013 | 0.21 | 0.21 | 1.50E-06 |
| 8 | 363.1014 | 8.57 | 9.3 | HMDB00148 | L-Glutamic Acid - H2O | 147.0532 | 363.1009 | 9.46 | 0.0005 | 0.16 | 1.59 | 7.18E-07 |
| 9 | 349.122 | 9.4 | 10.21 | HMDB00162 | L-Proline | 115.0633 | 349.1216 | 10.18 | 0.0004 | 0.03 | 1.52 | 7.05E-05 |
| 10 | 306.6361 | 9.75 | 10.61 | HMDB01257 | Spermidine | 145.1579 | 306.6373 | 10.54 | 0.0012 | 0.07 | 0.53 | 1.99E-06 |
| 11 | 426.1178 | 9.96 | 10.84 | HMDB00939 | S-Adenosylhomocysteine | 384.1216 | 426.1191 | 10.52 | 0.0013 | 0.32 | 0.57 | 2.25E-05 |
| 12 | 361.1315 | 9.99 | 10.88 | HMDB03464 | 4-Guanidinobutanoic acid - H2O | 145.0851 | 361.1329 | 11 | 0.0014 | 0.12 | 0.63 | 5.65E-04 |
| 13 | 346.0847 | 10.37 | 11.26 | HMDB00300 | Uracil | 112.0273 | 346.0856 | 11.34 | 0.0009 | 0.08 | 0.36 | 2.86E-09 |
| 14 | 368.0842 | 14.87 | 15.93 | HMDB00676 | L-Homocystine | 268.0551 | 368.0859 | 15.82 | 0.0017 | 0.11 | 0.30 | 4.24E-03 |
| 15 | 300.102 | 15.45 | 16.55 | HMDB00214 | Ornithine | 132.0899 | 300.1033 | 16.58 | 0.0013 | 0.03 | 0.44 | 2.88E-06 |
| 16 | 278.1082 | 19.82 | 21.03 | HMDB01414 | 1_4-diaminobutane | 88.1 | 278.1083 | 21.27 | 0.0001 | 0.24 | 0.59 | 1.60E-04 |
| 17 | 285.1156 | 21.13 | 22.36 | HMDB02322 | Cadaverine | 102.1157 | 285.1162 | 22.39 | 0.0006 | 0.03 | 0.50 | 3.00E-07 |
| 18 | 356.1293 | 24.33 | 25.56 | HMDB29306 | 4-Ethylphenol | 122.0732 | 356.1315 | 25.63 | 0.0022 | 0.07 | 0.64 | 1.47E-04 |

MyCompoundID and METLIN accurate mass search result.

(b) Profiling the Carboxylic Acids.

| **#** | **Input mass** | **Input rt** | **Calibrated RT** | **HMDB No.** | **Name** | **Monoisotopic molecular mass** | **mz_light** | **RT** | **Mass error** | **RT error** | **Fold Change (mutated/wildtype)** | **p-value** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | 360.2520424 | 30.91 | 32.14 | HMDB00529 | 5-Dodecenoic acid | 198.162 | 360.2533 | 32.54 | 0.0013 | 0.40 | 2.78 | 1.75E-05 |
| 2 | 442.3303471 | 34.72 | 37.32 | HMDB00673 | Linoleic acid | 280.2402 | 442.3316 | 37.65 | 0.0013 | 0.33 | 6.66 | 2.91E-07 |
| 3 | 444.3461873 | 36.60 | 40.25 | HMDB00207 | Oleic acid | 282.2559 | 444.3472 | 40.67 | 0.0010 | 0.42 | 12.68 | 1.95E-07 |
| 4 | 460.3762238 | 40.98 | 49.17 | HMDB00772 | Nonadecanoic acid | 298.2872 | 460.3785 | 48.88 | 0.0023 | 0.29 | 1.86 | 4.09E-02 |
| 5 | 468.3452465 | 35.16 | 38.68 | HMDB02925 | Eicosatrienoic acid | 306.2559 | 468.3472 | 38.38 | 0.0020 | 0.30 | 3.28 | 2.61E-06 |

MyCompoundID and METLIN accurate mass search result.

[truncated: 13,866 more chars]

How the deposited data were processed for this re-analysis (not part of the article)

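RNA sequencing compared the *D. tertiolecta* mutant G11_7 with the wild type (WT) on culture day 6, in exponential growth, with 3 libraries per strain. The cultures grew in 0.5 M NaCl under low light, with 12 h of light and 12 h of dark. The paper speaks of biological and technical triplicates for the whole article and does not say in its text which of these the libraries were, so the n of 3 counts libraries. G11_7 and WT libraries were matched to their columns by the strain and the replicate number, and every column was matched.

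The authors converted the base calls with bcl2fastq 1.8.4, trimmed the reads in Partek Flow and quantified the Dt_v10 reference transcripts in RPKM. The deposited Partek table holds, for 252261 transcripts, the mean RPKM of each strain, the ratio of G11_7 to WT, a p-value and a step-up FDR, all from the authors' comparison, and the expected counts summed over all libraries. It holds no value per library, so no test was run on it and its values are given as the authors'. A mean of 0.0001 RPKM in that table stands for no reads. It lists 2437 transcripts as called by the authors, 1292 higher and 1145 lower, and names 123 of them. In the in-house pipeline the authors enlarged the transcriptome with Trinity, estimated expected counts per contig and library with RSEM, and tested the normalized counts in EBSeq. The deposited EBSeq tables hold the posterior probability used as FDR, the fold of G11_7 over WT and the mean signal of each strain, and the BLASTX table holds the best protein hit with its E value. These tables name only contigs that the authors had called. No enrichment against uncalled genes was therefore run, since these carry no name. No genome was used, and contigs are given by the assembler's names without coordinates.

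The expected counts were rounded and analysed in R 4.3.3 with data.table 1.17.8 and edgeR 4.0.16, with DESeq2 1.42.0 as an alternative. The libraries held 35207350, 34849436 and 27583326 expected counts in G11_7 1, 2 and 3 and 44264458, 31986125 and 33751961 in WT 1, 2 and 3. Pearson correlations between libraries were taken across contigs filtered on their counts, which are not independent of each other. The values compared were log2 of the counts scaled to the library total, with 1 added before the logarithm. The correlations were 0.944 to 0.964 within a strain and 0.918 to 0.952 between the strains. Trinity genes are the contigs that share a name up to the isoform number, summed before rounding. Contigs that share a KEGG orthology (KO) number were also summed, for the comparison with the values of Table S1. At each level, features with at least 10 counts in at least 3 libraries entered a quasi-likelihood fit with strain as the only term after TMM normalization, with a two-sided test and a Benjamini-Hochberg adjusted p under 0.05. The standard error was taken as the size of the log2 fold change divided by the square root of the F statistic. Normalized counts are counts divided by the library's effective size relative to the geometric mean of all libraries. The biological coefficient of variation was 0.565 for contigs and 0.339 for Trinity genes. The choice of scaling moved the median log2 fold change by -0.001 for contigs and -0.01 for Trinity genes. With no counts in a strain, the fold is a lower bound against 3 counts per library. Intervals and floors of this kind cover counting error only.

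Named genes followed a rule set before the data were examined. It takes every gene that the paper names for the RNA sequencing, the 10 raised and the 10 lowered annotated Trinity genes with the largest change among those past the threshold with separated strains and a mean of at least 50 counts, and up to 3 members of each gene list by adjusted p. The values of Table S1 and Data Set S1 had been seen by then. In the text the longer names without a known function are left out, and members of a list outside the rule were chosen after their values were seen. The 25 gene lists, by KO number and name, were also written then: degradation of branched-chain amino acids, glycolysis and gluconeogenesis, pyruvate dehydrogenase, fatty acid synthesis, triacylglycerol synthesis, lipase and beta-oxidation, glyoxylate and TCA cycle, photosystems, antenna, carbon fixation, porphyrin, lysine degradation, polyamines, proteasome, DNA replication, mismatch repair, starch, nitrogen assimilation, meiosis and gamete fusion, histones, tubulin, transposon-like sequences, ribosomal proteins (cytosolic, mitochondrial and plastid), flagellum and bacterial best hits. The lipase and beta-oxidation list had 0 named members. The result of 1 single gene is not reported here. For each list the members that passed were counted, adjusted over all features and over the list alone, and raised against lowered members were compared with all other annotated features by Fisher's exact test, two-sided, adjusted over the lists. The share of counts on contigs with a bacterial best hit was compared by an exact permutation test, whose smallest p with 3 against 3 libraries is 0.1.

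The alternatives were DESeq2 size factors within edgeR, the DESeq2 Wald test, no filter on low counts, at least 10 counts in every library, a block for the replicate number, sums over Trinity genes or KO numbers, and leaving out each library in turn. The alternatives for the Partek table could not be run. The test was also tried on simulated data, drawn from the observed means, library sizes and dispersions with 200 features changed between the strains. There edgeR found 4 of 67 Trinity genes changed 2-fold, 33 of 67 changed 4-fold and 40 of 66 changed 8-fold, with 7 false among 84 calls, and 0, 13 and 14 of the contigs, with 3 false among 30 calls. DESeq2 found 14, 50 and 58 Trinity genes with 116 false among 238 calls, and 8, 33 and 46 contigs with 258 false among 345 calls. The dispersions used to draw the counts were those that edgeR itself had estimated, so the simulation cannot rank the tests fairly. Fewer features were changed in it than either test called in the data. The shares found and the shares false therefore do not carry over to the data.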

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

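Each result in this part lies in genes that the paper's text does not discuss, and both tests of the explanations for the paired genes were chosen after those genes had been seen.

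Of 8 tested Trinity genes of meiosis and gamete fusion, 3 were higher in G11_7 and 0 were lower (edgeR; 6 higher and 0 lower both adjusted over the list alone and at an unadjusted p under 0.05, 4 higher with DESeq2), and 1 of 16 contigs was higher. Against the other annotated Trinity genes, 3 higher calls give a p of 0.276 at the least (Fisher's exact test, two-sided, adjusted p = 0.717), so the list is too small to test its direction. A gene with a gamete-specific protein as its best hit (TRINITY_DN41450_c1_g2) rose from 86.5 ± 25.5 to 3278 ± 139 normalized counts (SD, n = 3 libraries per strain), a log2 fold change of 5.23 (standard error 0.226, adjusted p = 9.96e-05 from edgeR). A pair of genes under the KO of the meiotic mismatch repair protein MSH4 (K08740) rose by log2 fold changes of 3.24 (TRINITY_DN47251_c1_g1, 50.9 ± 13.5 to 480 ± 97.5 normalized counts) and 3.32 (TRINITY_DN47251_c2_g10, 11.2 ± 3.07 to 110 ± 26.5). The first of this pair also has a contig whose best hit is the MutS protein of a bacterium. All 3 passed without any 1 of the 6 libraries. The SPO11 genes (K10878), which make the breaks of meiotic recombination, had log2 fold changes of 1.08 (adjusted p = 0.0587) and 0.61 (adjusted p = 0.101 from edgeR). The members had been called by the authors on the same libraries, so the count is not independent evidence.

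In the DNA replication list, 8 of 18 tested Trinity genes were lower in G11_7 and 0 were higher (edgeR; 16 lower and 1 higher both adjusted over the list alone and at an unadjusted p under 0.05, 16 lower and 0 higher with DESeq2). The large subunit of replication protein A (K07466, TRINITY_DN53037_c0_g1), which covers single-stranded DNA, fell from 4827 ± 1091 to 1548 ± 104 normalized counts (log2 fold change -1.64, standard error 0.177, adjusted p = 0.00427 from edgeR), without any 1 library as well. Its second subunit (K10739) fell by 1.17, the sliding clamp PCNA (K04802) by 1.24 and the primase subunit K02684 by 1.05 on the log2 scale. The call of the second subunit was lost without G11_7 3 (adjusted p = 0.0505), and those of the sliding clamp and the primase without any 1 library other than WT 3 (up to 0.134 for the clamp). The direction of these calls differed from that of the other annotated Trinity genes (Fisher's exact test, two-sided, adjusted p = 0.0110 over the lists). With 2 lowered genes each without G11_7 1, 2 or 3 or WT 1 or WT 2, that adjusted p was 0.377, 0.399, 0.621, 0.393 and 0.461, and with 14 without WT 3 it was 0.000113. For single contigs it was 0.373, with 3 of 22 lower. In the mismatch repair list, which shares members with this one, 6 of 14 Trinity genes were lower (13 adjusted over the list alone; Fisher's exact test, two-sided, adjusted p = 0.0251) and 0 were higher (edgeR; 1 at an unadjusted p under 0.05, 0 with DESeq2), among them MSH6 (K08737, log2 fold change -0.74). For single contigs of that list the adjusted p was 0.681, with 2 of 14 lower, and without 1 library that of its Trinity genes ran from 0.377 to 0.621, except for 0.00127 without WT 3. The number of lowered genes was 2 without G11_7 1 or 2 or WT 1 or WT 2, 1 without G11_7 3 and 10 without WT 3. The authors had called the contigs of both lists on these same libraries. Their calls were 20 lower and 3 higher for DNA replication, and 13 lower and 1 higher for mismatch repair. The directions and their tests are therefore not independent evidence.

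Of 59 tested Trinity genes with a contig whose best hit is a bacterium, 17 were higher in G11_7 and 1 was lower (23 higher and 7 lower adjusted over the list alone; Fisher's exact test, two-sided, adjusted p = 0.0110 over the lists). An adhesion lipoprotein (TRINITY_DN47637_c0_g1) had 423 normalized counts in G11_7 and 18.3 in WT, and several of these genes also hold contigs with a best hit in an alga. The 84 contigs took 0.184% ± 0.0185 of the counts in G11_7 and 0.0995% ± 0.0356 in WT (SD, n = 3; exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). The adjusted p of the direction was 0.377, 0.399 and 0.621 without G11_7 1, 2 and 3, 0.393 and 0.696 without WT 1 and WT 2, and 0.00106 without WT 3. In the same order 12, 12, 11, 14, 11 and 21 genes were higher. For single contigs, 11 of 67 were higher and 1 lower, with an adjusted p of 0.373. The authors had called all 84 contigs on these same libraries, 55 higher and 29 lower in G11_7. The direction and the share are therefore not independent evidence, and bacterial contigs without a call are not in the share.

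Some genes were found almost only in 1 strain, beside a gene of the same assembly cluster found almost only in the other. Of 242 Trinity genes with a fitted fold of at least 32 (154 higher and 88 lower in G11_7), 14 in 6 clusters had such a counterpart, 3 of them with no counts in a strain and a lower bound under 32-fold (11.9, 14.4 and 30.2). A gene with the KO of a splicing factor subunit (K12828) had 5005 ± 232 normalized counts in G11_7 and 0 in WT as TRINITY_DN46460_c1_g2, and 18.9 ± 16.4 and 5580 ± 288 as TRINITY_DN46460_c1_g1, and a kinesin-II gene (K10394) did the same, with 365 and 0 on TRINITY_DN39278_c0_g1 and 3.00 and 486 on TRINITY_DN39278_c0_g2. Shuffling the directions among the genes gave more counterparts (median 36 and highest 51 in 1000 shuffles), so genes of a cluster mostly share a direction and the shuffles are no fair comparison. If each strain's own sequence of 1 gene had been assembled apart, the sum over a cluster would differ little between the strains. The sums of the opposite genes differed by a median log2 size of 0.336, against at least 6.78 for the single genes. That gap follows in part from the choice of genes far apart in opposite directions. Of the 6 clusters, 2 differed more, TRINITY_DN47351_c30 with a log2 ratio of 3.93 and TRINITY_DN17193_c0 with -1.50. By the rule written for this test, counterparts no more frequent than after shuffling counted against this explanation. That rule was set aside after the shuffles had been seen, and this explanation is left open. Low depth is argued against for most of the 14, since the lowest count in a library of the higher strain had a median of 302, and stays open for the 2 genes where it was 17 and 23. No biological explanation was tested, and the sequences of the contigs were not used here.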

How the results depend on the processing

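The leave-one-out values of the bacterial share were added after the data had been examined, and the counts with a replicate block had been seen before a rule for pairing the libraries was applied; that rule was not met (correlations of 0.10, -0.05 and 0.09 across genes between libraries of the same number), so the block is not the design used here. With DESeq2 size factors or at least 10 counts in every library, the contigs that differed were 677 and 724 and the Trinity genes 1401 and 1142, and with no filter 1660 Trinity genes differed, within 1.5 times the 682 and 1412. The DESeq2 Wald test gave 2857 contigs (1561 higher) and 2535 Trinity genes (1320 higher), 2399 of the authors' calls, 149 contigs of the lists against 37, 18 of the paper's contigs against 7, 3 lists of contigs that differed in direction against 0 with edgeR (lowest unadjusted p 0.0365 with edgeR), and a beta-tubulin contig at 4.49 (adjusted p = 0.0141). The block gave 8 contigs, 424 Trinity genes, 8 of the authors' calls, 1 contig of the lists and 0 of the paper's contigs. Sums over Trinity genes gave 1656 of the authors' calls, 65 list members and 3 lists that differed in direction, and at least 10 counts in every library gave 1 such list of contigs. Without 1 library the contigs ran from 117 to 728 and the Trinity genes from 326 to 1994, the authors' calls from 114 to 594, the list members from 4 to 52, the lists of contigs that differed in direction from 0 to 1 (1 without WT 3), the paper's contigs from 1 to 6, the beta-tubulin contig from 3.85 to a fitted 8.20 (WT libraries only; without WT 3 no counts are left in WT, and the contig is at least 12.2-fold higher) and the bacterial difference from 0.0724 to 0.105 percentage points. The counts of contigs, Trinity genes, authors' calls and list members were lowest without G11_7 2 and highest without WT 3. Leaving out 1 library leaves fewer to test with, so a lost call alone does not show that it rested on that library. WT 3 had a TMM factor of 1.09, against 0.955 in WT 1 and 0.938 in WT 2, and why its removal raised the counts was not tested. Among single genes, 618 values kept direction and side of the threshold, 70 lost it, 42 gained it and 9 reversed. The reversed values, none past the threshold, were *petE* at -0.18 as a Trinity gene sum, *ACCA* at -0.0374 without WT 2 (range -0.04 to 0.19), alanine-glyoxylate transaminase at 0.000609 with at least 10 counts in every library and at 0.08, 0.15 and 0.16 without G11_7 1, G11_7 3 and WT 1 (range -0.38 to 0.16), and *LHCA1* at 0.38 with the block and at 0.09 and 1.10 without G11_7 3 and WT 2 (range -0.72 to 1.10). The cause was not tested for any of these, apart from *petE*, where the sum holds 65175 counts in G11_7 against 19.3 on the contig. The planned tests of the Partek table were not run, since that table holds only the authors' comparison. At this depth 89095 of 241164 contigs had no count in any library and were not compared, and whether depth is the reason was not tested.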

Differences from the paper's values

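All alternatives compared here were set before the data were examined. For *pfkA* the paper's fold change is 8.3757, and the contigs under its KO, summed, gave 3.47. For *FBP* the paper's fold change is 43.363, and the same sum gave 1.86. Every alternative also differs from the paper's value, with 3.18 to 3.81 for *pfkA* and 1.22 to 2.12 for *FBP*, but all of them sum the contigs or fit the sum. The mean of the folds that the authors' EBSeq table gives for the single contigs is 8.38 for *pfkA* (4 contigs, 2.64, 22.4, 3.06 and 5.36), the paper's value, and 42.4 for *FBP* (a pair of contigs, 83.0 and 1.72), near it. That mean is not the paper's value for every gene with several contigs, with 14.0 for *CuAO* (paper's value 10.95), 2.85 for *FabD* (5.67), 67.7 for *LHCB1* (4.4559), 6.62 for *MCCB* (6.96) and 1.59 for *petF* (1.548). A mean of contig folds weighs a contig with few counts as much as one with many, and a ratio of sums does not. For the other genes of Table S1 the summed contigs gave a fold that lay within 1.5 times the paper's, within the spread between libraries, or was a bound because a strain had no counts. *CuAO* lay close to that limit, with 7.36 against the paper's 10.95, and was beyond it with the DESeq2 Wald test (7.21), with no filter (7.14) and without G11_7 3 (7.00) or WT 3 (6.45). *FabD* was beyond it without G11_7 3 (2.63) and WT 1 (2.09), *LHCB1* without G11_7 2 (1.38) and WT 3 (at least 31.7), and alanine-glyoxylate transaminase without WT 3 (0.00374). For a gene with 1 named contig, such as *petE*, the sum is that same contig, so closeness to the paper's value was largely fixed in advance. The *petE* fold of 45.4 counted as close to the paper's 22.4279 only because its spread was 81.3.

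The paper's totals at alignment, each its reads after trimming divided by 2 and so read pairs, are 65918295, 87933724 and 64871443 for G11_7 1, 2 and 3 and 67946860, 55203900 and 61517793 for WT 1, 2 and 3. The total expected counts were 35207350, 34849436 and 27583326 and 44264458, 31986125 and 33751961. These are different quantities, read pairs that entered alignment in Partek Flow and reads or read pairs that RSEM assigned to contigs of another assembly, and no alternative applies to them.

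With all contigs of a Trinity gene summed, the fold was 1.06 for *ACCA*, 0.881 for *petE* and 0.866 for *LHCA1*, which the paper states to be up-regulated (paper's values 111.609, 22.4279 and 40.9366), and 0.819 for *psbS* and 0.971 for alanine-glyoxylate transaminase, which its Table S1 gives as lowered (paper's values 0.0143979 and 0.0115924). The paper also states up-regulation of *FabD*, *petC*, *LHCB1* and *FBP*, none of which passed edgeR. The settings that called such an item were DESeq2 for the *petE* contig (adjusted p = 0.00965), the *LHCB1* contig (0.00188), the *FBP* contigs (0.0379 and 0.0227) and the *petC* gene (0.0135), at least 10 counts in every library for the *petC* gene (0.0364), and leaving out WT 3 for the *FabD* gene (0.00388). *CuAO*, *IVD*, *MCCB*, *pfkA* and *PPC*, which the paper also states to be up-regulated, passed as Trinity genes.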

Other observations

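The tests of how reads were divided between contigs were chosen after the pattern had been seen, and the counts over other splits were set beforehand. In central metabolism, cytosolic malate dehydrogenase (K00025, TRINITY_DN12101_c0_g1) was higher in G11_7 with a log2 fold change of 0.88 (adjusted p = 0.0157 from edgeR), while glyoxysomal malate dehydrogenase (K00026, TRINITY_DN57913_c1_g2, -0.86) and citrate synthase (K01647, TRINITY_DN32216_c0_g1, -0.52) were lower, and with *PPC* these made 2 higher and 2 lower of 7 genes in the glyoxylate and TCA list (2 and 4 adjusted over the list alone). The falls were lost without G11_7 1, 2 or 3 or WT 2, and that of citrate synthase also without WT 1, with adjusted p up to 0.122 and 0.228, and the rise was lost without G11_7 2 or 3 or WT 2 (up to 0.0937). In the starch list, 2 of 6 were higher and 0 lower (2 and 1 both adjusted over the list alone and with DESeq2), both genes of UTP-glucose-1-phosphate uridylyltransferase (K00963), which makes UDP-glucose, with 0.80 and 0.98 (adjusted p = 0.00988 and 0.0272), and 0 were higher without G11_7 1 or 2 and 1 without G11_7 3, WT 1 or WT 2. Among these 6, DESeq2 called the same 2 higher and 0 lower, and its lower call was of a member that edgeR did not test. NADP-malate dehydrogenase (K00051), the 1 of 8 carbon fixation genes that was lower (3 adjusted over the list alone, 0 higher by edgeR, DESeq2 or at an unadjusted p under 0.05), had -1.13 (adjusted p = 0.0122, up to 0.0829 without G11_7 1, 2 or 3). Histone H2A (K11251, TRINITY_DN39981_c1_g1) fell from 9836 ± 1965 to 3965 ± 336 normalized counts (SD, n = 3 libraries per strain; log2 fold change -1.31, adjusted p = 0.00861, up to 0.0594 without G11_7 1, 2 or 3), the 1 of 2 histone genes that passed (2 lower adjusted over the list alone).

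Of 31 flagellum genes, 2 were higher and 3 lower (4 and 4 adjusted over the list alone), including a flagellar alpha dynein gene (TRINITY_DN5213_c0_g1) at 0.88, whose call was lost without any 1 library other than WT 3, where 6 were higher and 2 lower. Without G11_7 1, 2 or 3, 0 were higher and 1 lower, and without WT 1 and WT 2, 2 and 1 were higher and 1 lower. Of 20 proteasome genes, 1 was higher and 0 lower (edgeR; 1 and 5 adjusted over the list alone, 1 and 13 at an unadjusted p under 0.05, 1 and 2 with DESeq2), and 0 were higher without G11_7 1, 2 or 3 or WT 2. Of 4 porphyrin genes, 1 was higher and 1 lower (2 and 1 adjusted over the list alone), with 0 higher without any 1 library other than WT 3, and 0 lower without WT 1, WT 2 or WT 3. Among the lists with 0 genes past edgeR, the nitrogen list had 2 higher and 2 lower of 4 at an unadjusted p under 0.05 and 1 and 1 with DESeq2, the tubulin list 1 and 1 of 2 and 2 and 0, the transposon-like list 0 and 1 of 2 and 0 and 1, and the pyruvate dehydrogenase list 1 and 0 of 1 and 0 and 0. DESeq2 was run without the count minimum, so its counts take in members that edgeR did not test. Of the 2 tubulin genes that edgeR tested, DESeq2 called only TRINITY_DN52778_c5734_g1. The other, TRINITY_DN43314_c5_g1, had a log2 fold change of -0.376 (adjusted p = 0.142 from DESeq2). The beta-tubulin gene with this name (K07375, TRINITY_DN52778_c5734_g1) had 54, 32 and 22 counts in G11_7 and 0, 0 and 5 in WT, a log2 fold change of 4.42 (adjusted p = 0.0562 from edgeR, 0.000394 from DESeq2, 0.0167 with no filter, 0.00985 without WT 3), and whether it is the gene used as the internal standard of the quantitative PCR is not known. In the authors' deposited Partek table, *DtPDK* has 35.9 RPKM in G11_7 and 31.8 in WT (ratio 1.13, FDR 0.864), isocitrate lyase has a ratio of 31.2, hapless 2 of 45.7, gamete expressed protein 1 of 76.2 and sporulation 11-2 of 6.40, and a histone H2A is 2.59-fold and ribonucleotide reductase 2.86-fold lower.

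Contigs that the authors called moved apart from the other contigs of their Trinity gene. In 3057 calls with counts on other contigs of the gene, the called contig had a median log2 fold change of 2.37 and the sum of the others 0.109 in the same direction, as a division of reads between contigs that differs from library to library would give, and 42.8% of the sums lay in the other direction. Counts in 1 library only account for few of them, since 12.5% of these calls had 10 or more counts in at most 1 library of the higher strain. Among the 300 of these calls that passed edgeR, the medians were 4.35 and 1.38. A difference between the strains in which isoform is made could give the same values, and cannot be told from a division of reads with these counts. It was not tested. The called contigs had also been chosen by the authors for a change on these same libraries, and the other contigs had not. A gap between the medians would follow in part from that choice, so the medians cannot show how much comes from divided reads.

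Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, reached its own counts, and the splits are too few for a share under 0.05. The real split gave 682 contigs, 1412 Trinity genes and 447 higher and 232 lower of the authors' calls, and the highest of the other splits gave 0, 2 and 0. The authors' calls had been chosen on the real grouping of these libraries, so their count over the splits was largely fixed in advance. In the other splits a strain difference also enters the spread within a group, which lowers the counts.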
